# Phosphorylation of the RNA-binding protein Zfs1 modulates sexual differentiation in fission yeast

**DOI:** 10.1242/jcs.208066

**Published:** 2017-12-15

**Authors:** Francisco J. Navarro, Probir Chakravarty, Paul Nurse

**Keywords:** Sexual differentiation, RNA-binding proteins, G1 cyclin, Zfs1, Puc1

## Abstract

Sexual differentiation in the fission yeast *Schizosaccharomyces pombe* promotes cell cycle arrest and extensive changes in gene expression, resulting in cell-to-cell fusion, the exchange of hereditary material and specialized cell division. These events are detrimental to the cell if they are triggered in inappropriate conditions, and therefore the decision to differentiate must be precisely controlled. Here, we investigated the role of the RNA-binding protein Zfs1 in this process by identifying its targets and characterizing novel post-translational regulatory mechanisms. We found that Zfs1 negatively regulates the G1 cyclin Puc1, and deregulated Puc1 levels inhibit differentiation in the *zfs1*Δ mutant. We also found that Zfs1 undergoes phosphorylation, which is stimulated upon nitrogen depletion or inhibition of the TOR pathway. Phosphorylation of Zfs1 modulates accumulation of Puc1 and plays an important role in the response of the cell to sexual differentiation signals. We propose that Zfs1 functions as an integrator of nutrient information to modulate sexual differentiation, contributing to the establishment of the differentiation-activating threshold.

## Abstract (precis)

**Summary:** The RNA-binding protein Zfs1 regulates accumulation of the G1 cyclin Puc1, a process that is modulated by phosphorylation. This regulatory mechanism has an important impact on cell differentiation.

## INTRODUCTION

Eukaryotic cells initiate different developmental fates in G1 phase in response to various signals including nutrient availability, growth factors and differentiation stimuli. These signals determine, for example, whether cells enter a mitotic cycle, a quiescent state, or undergo cell differentiation. Sexual differentiation in yeast is an extensively studied example of cell developmental fate (van Werven and Amon, 2011). Yeast haploid cells of different mating types arrest in the G1 phase of the cell cycle and undergo a genetic programme involving hundreds of genes that eventually leads to cell conjugation and the formation of a diploid zygote. In the fission yeast *Schizosaccharomyces pombe*, sexual differentiation is triggered by nitrogen depletion and by the exchange of pheromones between cells of different mating types (Nielsen, 2004; Yamamoto, 2004).

The decision to commit to a sexual cycle in fission yeast has important consequences for responding to environmental stress and is subject to complex regulation. At least four signaling pathways form a molecular network that controls the decision to sexually differentiate: the cAMP-signaling pathway, the stress-response mitogen-activated protein kinase (MAPK) cascade, the pheromone signaling pathway, and the TOR pathway (reviewed in Yamamoto, 2010). These pathways promote cell cycle arrest in G1 and the initiation of the genetic programme that leads to cell differentiation. Cell cycle arrest is achieved by inhibition of the cyclin-dependent kinase (CDK; called Cdc2) through upregulation of the CDK stoichiometric inhibitor Rum1, as well as by cyclin proteolysis via the anaphase-promoting complex (APC) (Stern and Nurse, 1998). The G1/S cyclins Cig2 and Puc1 play an inhibitory role in sexual differentiation (Forsburg and Nurse, 1994; Martin-Castellanos et al., 2000; Obara-Ishihara and Okayama, 1994). The specific changes in gene expression during sexual development are induced by the HMG-box transcription factor Ste11 (Sugimoto et al., 1991). Ste11 is tightly regulated by several mechanisms, including CDK-dependent phosphorylation, which restricts the DNA-binding function of Ste11 to the G1 phase of the cell cycle (Kjaerulff et al., 2007; Qin et al., 2003).

Post-transcriptional regulation is important for the control of sexual differentiation and meiosis in fission yeast, and RNA-binding proteins (RBPs) have a critical role in marking transcripts for degradation (Yamamoto, 2010). A number of RBP mutants display sexual differentiation defects (Hasan et al., 2014), with the RBPs Mei2 and Mmi1 acting as key regulators of the switch between mitosis and meiosis. Mmi1 marks meiotic-specific transcripts for degradation during the vegetative cycle, and its inactivation by Mei2-dependent nuclear sequestering is necessary for triggering meiosis (Harigaya et al., 2006). Much less is known about the role of other RBPs in the early steps of sexual differentiation. The RBPs Msa1 and Msa2 are negative regulators of sexual differentiation, probably acting on Ste11-dependent transcripts (Jeong et al., 2004; Oowatari et al., 2011), whereas the RBP Zfs1 is a positive regulator of sexual differentiation (Kanoh et al., 1995). Overexpression of *zfs1^+^* suppresses sterility caused by high levels of the adenylate cyclase Cyr1, a component of the cAMP-signaling pathway (Paul et al., 2009). Zfs1-deficient cells do not respond properly to pheromone even though Ste11 levels are not significantly altered, suggesting that Zfs1 might act on other critical regulator(s) of sexual differentiation (Kanoh et al., 1995).

Zfs1 is the only known member in *S. pombe* of a small eukaryotic family of RBPs characterized by having a highly conserved CCCH-type tandem zinc-finger domain (Blackshear, 2002; Cuthbertson et al., 2008). This domain is formed by two zinc fingers of the type CX_8_CX_5_CX_3_H separated by an 18-residue linker. Both zinc fingers are required for RNA binding, and have high affinity for adenosine and uridine (AU)-rich elements (AREs) located in the 3′ untranslated regions (UTRs) of bound mRNAs. Mutation of any of the conserved cysteine or histidine residues abrogates RNA-binding activity (Lai et al., 1999, 2002). AREs are often arranged in repeated and/or overlapping pentamers of the sequence AUUUA (Brooks and Blackshear, 2013). The most studied member of this family of RBPs is the human protein tristetraprolin (TTP, also known as ZFP36), which promotes decay of the mRNA encoding the pro-inflammatory cytokine tumor necrosis factor (TNF) and other transcripts (Brooks and Blackshear, 2013). Similar to what was found for TTP, Zfs1 promotes destabilization of transcripts containing AREs (Cuthbertson et al., 2008; Wells et al., 2012). In addition to its role in fission yeast sexual differentiation, Zfs1 is also involved in cytokinesis (Beltraminelli et al., 1999), cell size regulation (Navarro and Nurse, 2012) and cell-to-cell adhesion (Wells et al., 2012), suggesting that Zfs1 regulates a number of functionally diverse transcripts. RNA targets of Zfs1 have been identified through experiments analyzing differential gene expression in the *zfs1*Δ mutant (Cuthbertson et al., 2008; Wells et al., 2012) and mRNAs co-immunoprecipitating with Zfs1 (Hasan et al., 2014). Interestingly, this latter study showed that mating-related genes such as *gpa1*^+^, *mei2*^+^, *mfm2*^+^, *ste11*^+^ and *ste4*^+^ were downregulated in the *zfs1*Δ mutant, and that *puc1*^+^ and *ste11*^+^ mRNAs physically interacted with the Zfs1 protein. However, no further work has been done to discern the roles of these genes in the mating defect phenotype of the *zfs1*Δ mutant.

In this study, we focus on the role of Zfs1 in regulating sexual differentiation in fission yeast to obtain insights into the regulatory network that controls this developmental decision. Zfs1 immunoprecipitation (IP) and RNA-Seq data was used to identify new Zfs1 RNA targets, and we found that the G1 cyclin *puc1^+^* mRNA is negatively regulated by Zfs1. We also show that Zfs1 is phosphorylated in response to nitrogen limitation, and that Zfs1 phosphorylation modulates the sensitivity of the cell to differentiation signals. We propose a model by which Zfs1 fine-tunes the expression of *puc1^+^* to modulate the response of the cell to differentiation signals.

## RESULTS

### Identification of Zfs1 RNA targets

The deletion mutant of the RNA-binding protein Zfs1 shows partial sterility (Kanoh et al., 1995, see also Fig. 3A), suggesting that, although cells retain the potential to differentiate, the threshold of a differentiation-activating signal is modified in this mutant. 

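RNA immunoprecipitation followed by sequencing (RIP-Seq) was carried out on cells that expressed Zfs1 fused to the TAP tag, an affinity tag that is captured on antibody-coated beads, and on cells that expressed a GFP-TAP fusion as a mock control. Cells grew exponentially in EMM, a minimal medium, at 25°C. There were 3 experiments with each strain, and each experiment gave an IP library and an input (total RNA) library from the same extract, 12 libraries in all. The authors depleted ribosomal RNA, sequenced the ends of each fragment with strand information, counted reads per transcript with RSEM and normalized the counts with edgeR. The values they deposited are these normalized read counts, which are not whole numbers, for 7018 transcripts. The number of reads sequenced per library is not known from them. The normalized counts of the Zfs1-TAP inputs summed to 72878501, 9103821 and 8568084 in experiments 1 to 3, and those of the Zfs1 IPs to 9852507, 13265392 and 10679292. The GFP-TAP inputs summed to 14079709, 8042875 and 8399228, and the GFP IPs to 10921380, 15701389 and 9480520. Ribosomal RNA accounted for 72.1% of the Zfs1-TAP input total in experiment 1 and for 34.7% of the GFP-TAP input total in experiment 1, against at most 5.87% in any of the other 10 libraries.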

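The strain labels of the libraries were checked on leu1 and mat1-Mc, which differ between the genotypes listed in Table S6 and were chosen after their values were seen. The gene leu1 (SPBC1A4.02c) is deleted in the GFP-TAP strain, and its normalized counts were 430, 460 and 478 in the 3 GFP-TAP inputs against 11183, 5388 and 5356 in the Zfs1-TAP inputs. The transcript of mat1-Mc (SPBC23G7.09), a gene of h− cells, had 456, 320 and 309 normalized counts in the inputs of the h− Zfs1-TAP strain and was listed at 0 in all 6 libraries of the h+ GFP-TAP strain.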

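For each transcript, 1 was added to the normalized count, log2 was taken, and IP and input were compared with limma, with the experiment as a block and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of transcripts with few reads. Transcripts with a mean of at least 1 CPM, computed from the normalized counts and the library totals, were tested. Of 5929 transcripts tested in the Zfs1 experiments, 569 were higher and 631 were lower in the IP than in the input at an adjusted p-value under 0.05. Of 5887 tested in the GFP experiments, 651 were higher and 430 were lower in the GFP IP. Without the experiment as a block, the GFP counts were 117 and 30. The difference between the 2 enrichments was tested as a contrast over all 12 libraries, in which 585 of 5933 transcripts were enriched more in the Zfs1 IP than in the GFP IP and 671 less. The balance of higher and lower calls depended on the scaling of the libraries. With every library rescaled to an equal total, 950 transcripts were higher and 191 lower in the Zfs1 IP, 174 were higher and 313 lower in the GFP IP, and the contrast gave 1016 and 103. With every library centred on its median, 602 were higher and 231 lower in the GFP IP. Experiment 1 differed from the others. The median log2 IP/input ratio over transcripts in the Zfs1 experiments was −1.50 in experiment 1, 0.14 in experiment 2 and 0.10 in experiment 3, and in the GFP experiments it was −0.33, 0.39 and 0.0041. Without experiment 1, 2134 transcripts were higher and 1652 lower in the Zfs1 IP, while without experiment 2 the counts were 10 and 27, and without experiment 3 they were 12 and 28.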

To identify RNA targets of Zfs1, we immunoprecipitated the Zfs1 protein and sequenced associated RNA molecules by using RNA-Seq (Fig. 1; Fig. S1A; Table S1). RNA-Seq was also used to identify differentially expressed transcripts in the *zfs1*Δ mutant (Fig. S1B, Table S3). 

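RNA-Seq compared the wild type with the zfs1Δ mutant in 2 experiments per strain, with total RNA of cells grown under the same conditions and libraries made and counted in the same way. The deposited values are again the authors' edgeR-normalized read counts, in a table normalized apart from that of the RIP-Seq. They summed to 42446075 and 44884893 in the wild type and to 47945097 and 46153137 in the mutant, of which ribosomal RNA made up between 2.51% and 4.79%. The zfs1 gene itself (SPBC1718.07c) had 10098 and 10660 normalized counts in the wild type and 6168 and 5866 in the mutant, a log2 ratio of −0.71 in experiment 1 and −0.86 in experiment 2. The mutant therefore had fewer zfs1 reads in both experiments, but not none. The zfs1 coding sequence is 26.4% of the annotated transcript, and each transcript has a single value in the files, so reads inside and outside the coding sequence cannot be separated. Of 5177 transcripts with a mean of at least 1 CPM, 1600 were higher and 710 were lower in the mutant at an adjusted p-value under 0.05 (limma on log2 of the normalized count + 1, experiment as a block). This balance depended on the scaling of the libraries, with 981 higher and 1606 lower when every library was rescaled to an equal total and 1360 higher and 1441 lower when every library was centred on its median. With the paper's thresholds of 1.5 and 0.66 times the wild type added (Fig. 1B), 219 transcripts were upregulated and 144 were downregulated. Of the upregulated transcripts, 175 were past the fold threshold in each of the 2 experiments taken alone. When every library was centred on its median, 169 were upregulated and 168 downregulated, and when every library was rescaled to an equal total the numbers were 147 and 193. With 1 residual degree of freedom per transcript, limma took the spread almost wholly from the other transcripts, so an adjusted p-value here does not respond to a transcript whose own experiments differ. The half-difference between the 2 experiments of a log2 ratio had a median of 0.043 and a 95th percentile of 0.183.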

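The largest rises were those of tlh1, SPAC977.01 (ftm1), SPBC20F10.03, arz1 and lsd90 (SPBC16E9.16c). The values of tlh1 (SPAC212.11) rose from 178 and 3.97 in the wild type to 446 and 384 in the mutant, and those of ftm1 from 893 and 216 to 2947 and 2564, so that the wild type experiments differed widely for both. The read counts of tlh1, and those of the retrotransposon Tf2-11, are uncertain because near-identical copies of such sequences could share reads. The log2 ratios in experiments 1 and 2 were 2.58 and 2.37 for SPBC20F10.03 and 2.48 and 2.33 for lsd90. The largest falls were those of the non-coding RNA omt3 (SPNCRNA.130, −5.09 and −5.41), ste11 (SPBC32C12.02, −3.61 and −3.73), mei2 (SPAC27D7.03c, −3.69 and −3.54), Tf2-11 (SPBC1289.17, −2.96 and −2.99) and the non-coding RNA at 2022833 to 2023261 of chromosome III (−2.71 and −2.66). Among genes of the cell cycle and mating, the log2 ratios in experiments 1 and 2 were −1.50 and −1.59 for ste4, −0.72 and −0.92 for gpa1, −0.47 and −0.31 for mfm2, 0.69 and 0.58 for cig2, 0.25 and 0.24 for cig1, 0.26 and 0.21 for cdc13 and 0.19 and 0.18 for rum1, and for the kinase gene gad8 they were 0.64 and 0.50. Of these 8 genes, ste4 and gpa1 were downregulated and cig2 was upregulated, and the others were not past both thresholds. The transcript of mfm2 had only 70.8 and 50.0 normalized counts in the wild type and 50.9 and 40.1 in the mutant (adjusted p = 0.119, limma). At such low values a fall of mfm2 can be neither shown nor excluded. The rise of cig2, at 1.55 times the wild type, was at the edge of the 1.5-fold threshold. In experiment 2 alone cig2 was not past it. Equal totals moved the median of all transcripts by −0.11 and median centring by −0.065, shifts that would each take cig2 below the threshold.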

The intersection of these two datasets was used to identify specific Zfs1 RNA targets. RNA immunoprecipitation (RIP) experiment replicates showed a high correlation (Fig. S1C), and did not correlate with the mock-control GFP RIP (Fig. S1D, Table S2). 

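The correlation between experiments was computed across transcripts, on the log2 ratio of the normalized count + 1 in the IP to that in the input of the same experiment. Over 5929 transcripts, the squared Pearson correlation of the Zfs1 experiments was 0.463 between experiments 1 and 2, 0.575 between experiments 1 and 3, and 0.716 between experiments 2 and 3. It depended on the transcripts with few reads, and over transcripts with a mean of at least 10 CPM it was 0.663, 0.720 and 0.870. The 3 GFP experiments were less alike, with squared correlations of 0.138, 0.103 and 0.285 over 5887 transcripts. Between the mean log2 ratios of the Zfs1 IP and the GFP IP, over the 5811 transcripts tested in both, the squared correlation was 0.028, and within experiments 1, 2 and 3 it was 0.059, 0.046 and 0.0044. Over transcripts with a mean of at least 100 CPM, a filter chosen after the values were seen, the squared correlation of these means was 0.122. Transcripts are not independent replicates, so no p-value is given for these correlations.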

Zfs1 IP results also showed a high degree of overlap with the RIP data obtained by Hasan et al. (2014) (Fig. S1E). Analysis of RNAs enriched in the Zfs1 IP revealed that they contained the nonamer AU-rich-binding motif (UUAUUUAUU) at a high frequency. This motif was not enriched in a mock-control GFP IP, indicating a high specificity for our RIP assay (Fig. 1A). 

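The motif TTATTTATT, the DNA form of the nonamer, was searched on the sense strand of the annotated transcripts of the ASM294v3 genome assembly, which may differ in UTRs from the PomBase annotation that the authors used. It was counted in the 148 transcripts enriched in the Zfs1 IP by more than 2 standard deviations (SD) from the mean and with enough reads. Of the 145 of them with an annotated transcript, 90 (62.1%) held at least 1 motif, against 321 of 1677 (19.1%) of the other transcripts with enough reads to be selected. The odds ratio was 6.90, with a 95% confidence interval from 4.77 to 10.1 (p = 8.0e-27, two-sided Fisher's exact test). Across the 3 lists made without 1 experiment each, the odds ratio lay between 6.50 and 8.20. The enrichment depended on the strand, since the odds ratio was 1.04 for the motif on the antisense strand (p = 0.838, Fisher's exact test). For the pentamer ATTTA it was 2.02 (p = 0.239, Fisher's exact test). The nonamers TTTATTTAT and TATTTATTT, which can overlap the motif in the same stretch, had odds ratios of 5.34 and 5.08, so that dependence on this exact nonamer was not shown. When all 5876 transcripts with an annotation and a Zfs1 IP ratio were ranked by that ratio, the first 500 held 354 of the 789 motifs (44.9%), although they were 8.51% of the transcripts, and the first 1000 held 539 (68.3%).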

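In the GFP IP, the 148 most enriched transcripts with enough reads, with a mean log2 ratio of at least 1.27, held the motif in 21 cases (14.2%), against 134 of 1483 other transcripts (9.04%). The odds ratio of 1.66 had a 95% confidence interval from 0.96 to 2.76 that included 1 (p = 0.0544, two-sided Fisher's exact test). Only 5 of these transcripts were also among the IP-enriched ones of Zfs1. Ranked by the GFP IP ratio, the first 500 of 5831 transcripts held 68 of 765 motifs (8.89%) and the first 1000 held 130 (17.0%), which is close to their share of the transcripts. From the lack of enrichment of the motif in the GFP IP, the paper concludes that the assay was highly specific.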

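The mean log2 ratio of Zfs1 IP to input over the 3 experiments had a mean of −0.23 and an SD of 1.58 across the 5929 transcripts tested. A ratio more than 2 SD above the mean is therefore a log2 ratio above 2.93, which is 7.61 times the input. There were 223 such transcripts. Removing 15 with no reads in at least 2 of the 3 IP or input libraries left 208, and removing 60 with a mean under 100 CPM in the Zfs1 IP left 148, which are called IP-enriched here. The paper's text does not name the libraries in which it required 100 CPM, and the mean of the IP libraries was the reading chosen here. The list was sensitive to the threshold, and an adjusted p-value under 0.05 with a log2 ratio of at least 2 gave 381 transcripts. Of the 148 transcripts, 147 were higher in the IP in all 3 experiments, all 148 had an adjusted p-value under 0.05 (limma), and 143 were also enriched significantly more in the Zfs1 IP than in the GFP IP. Their median log2 ratio in the GFP IP was 0.17, and 15 of them had a GFP ratio above 1. With experiment 1, 2 or 3 left out, the list held 120, 123 or 154 transcripts. Significance was less stable than the list. Of all transcripts tested, only 10 or 12 were significantly higher in the Zfs1 IP without experiment 2 or 3, against 2134 without experiment 1. In the contrast with the GFP IP, 57 or 38 were higher without experiment 2 or 3, against 1147 without experiment 1. By annotation, 136 were protein-coding and 9 were long non-coding RNAs, and 3 had no match in the annotation. The most enriched was the non-coding RNA at 1451418 to 1452653 of chromosome III, with a mean log2 ratio of 6.16 (SD 1.71, n = 3 experiments), followed by mug9 with 5.75, arz1 with 5.13 and ecl3 with 5.02. The next 6 were cdr1, ctu2, oxr1, SPAC1B3.15c, pyp2 and cbf12, with ratios from 4.97 down to 4.55. The genes ste4, gpa1, mfm2, cig2, cig1, cdc13, rum1 and gad8 were not in the list, and the highest mean log2 ratio among them was 2.78, for gad8. In the GFP IP, this non-coding RNA had log2 ratios of −1.80, 4.02 and −1.57 in experiments 1 to 3, so that its control differed between experiments, and mug9 had a mean of 2.14.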

We selected sequences that were enriched in the Zfs1 IP experiment by more than two standard deviations from the mean (219 sequences; Table S4) and compared these with the dataset of up- or down-regulated RNAs in the *zfs1*Δ mutant (Fig. 1B). RNAs enriched in the Zfs1 IP only overlapped significantly with the upregulated (Fig. 1A, top panel) but not the downregulated gene set (Fig. 1B, bottom panel), consistent with a role for Zfs1 in destabilizing RNA. 

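The overlap was tested among the 1759 transcripts that were tested in both datasets and had enough reads to enter the IP-enriched list. Of these, 139 were IP-enriched, 146 were upregulated in the zfs1Δ mutant, and 55 were both, where 11.5 are expected by chance. The odds ratio was 11.0, with a 95% confidence interval from 7.20 to 16.7 (p = 1.46e-27, two-sided Fisher's exact test). Thus 39.6% of the IP-enriched transcripts were upregulated, against 5.62% of the others. Only 24 of the 1759 transcripts were downregulated, and 2 of them were IP-enriched, where 1.90 are expected (odds ratio 1.06, 95% confidence interval from 0.12 to 4.39, p = 0.714, Fisher's exact test). With so few downregulated transcripts, this interval leaves room for a depletion as well as for an enrichment. The 2 transcripts are ste11, with a mean log2 IP/input ratio of 3.10, and the spermidine family transporter SPBC36.02c, with 3.79, which was singled out after its values were seen and whose log2 ratio in the mutant was −0.88. Over the 1759 transcripts, those past the threshold included, the median log2 ratio of mutant to wild type was 0.45 for the IP-enriched transcripts and 0.12 for the others, and it was above 0 for 87.8% and 73.6% of them. These medians and shares hold for the scaling as deposited only. Equal totals moved the median of all transcripts tested by −0.11, which is close to the whole median of the others. From the overlap with the upregulated set and the lack of it with the downregulated set, the paper proposes that Zfs1 has a role in destabilizing RNA.

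**Figure D1:**
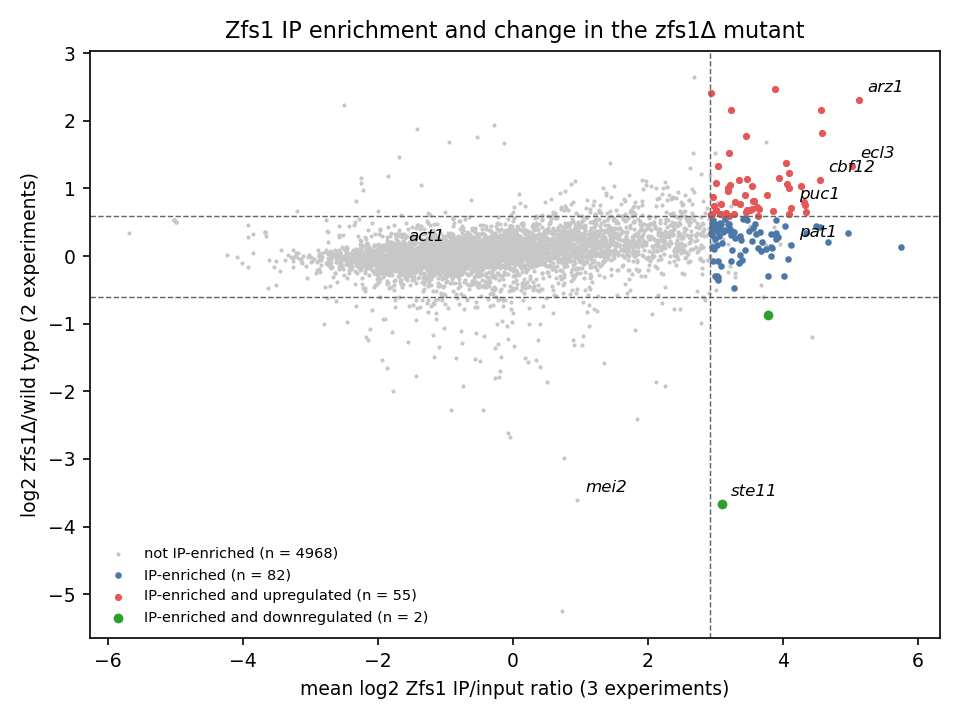
Mean log2 ratio of Zfs1 IP to input over 3 experiments (x axis) against the mean log2 ratio of zfs1Δ mutant to wild type over 2 experiments (y axis). Of 5107 transcripts drawn, 55 in red were IP-enriched and upregulated, 2 in green were IP-enriched and downregulated, 82 in blue were IP-enriched only and 4968 in grey were not IP-enriched; dashed lines mark the thresholds.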

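The 55 transcripts that were both IP-enriched and upregulated were higher in the mutant in both RNA-Seq experiments. Under the alternatives tried for these lists, the fewest in both were 37, with every library rescaled to an equal total. The 10 with the largest sum of the log2 IP/input ratio and the log2 ratio of mutant to wild type were arz1, cbf12, ecl3, fhn1, lsd90, oxr1, SPAC1B3.15c, SPBC20F10.03, SPBC25B2.08 and SPBC428.10. Their IP/input ratios were between 2.93 for lsd90, at the threshold of the list, and 5.13 for arz1. In experiments 1 and 2, the log2 ratios of mutant to wild type were 1.82 and 1.81 for oxr1 (SPAC8C9.16c), 2.23 and 2.1 for SPAC1B3.15c, 2.18 and 2.14 for SPBC428.10, 1.42 and 1.34 for fhn1 (SPBC1685.13), and 1.10 and 1.36 for SPBC25B2.08. The ARE nonamer occurred 5 times in the 3′UTR of SPBC20F10.03, 3 times in oxr1 and 2 times in the 5′UTR of SPAC1B3.15c, and it was absent from the annotated transcripts of lsd90, ecl3 and SPBC428.10, of which lsd90 has no annotated UTR and ecl3 no annotated 3′UTR.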

A total of 65 RNAs were simultaneously enriched in the Zfs1 IP and upregulated in the *zfs1*Δ mutant, and therefore were defined as potential *in vivo* Zfs1 RNA targets (Table S5). Of these, 64 corresponded to transcripts of protein-encoding sequences, and one to a non-coding (nc)RNA. This gene list was not enriched for any particular functional or cell component Gene Ontology (GO) category; however, the encoded transcripts had longer untranslated regions (UTRs) than the median fission yeast transcript (291 nt versus 166 nt for the 5′UTR, and 302 nt versus 257 nt for the 3′UTR), which is a feature associated with low stability (Wilhelm et al., 2008). 

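All 55 transcripts were annotated as protein-coding, and none was a non-coding RNA. Without the minimum of 100 CPM in the IP, 1 non-coding RNA, singled out after its values were seen, was in both sets, with a mean log2 IP/input ratio of 3.03 and a log2 ratio of mutant to wild type of 0.79. The most enriched non-coding RNA of the IP-enriched list, at 1451418 to 1452653 of chromosome III, had only 14.4 and 19.7 normalized counts in the wild type and 31.3 and 27 in the mutant, and was below the 1 CPM needed for the RNA-Seq test. Without that filter it was in both sets.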

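UTR lengths were taken from the annotation of the ASM294v3 assembly. The 55 transcripts had a median 5′UTR of 218 nt (quartiles 86 and 458.5), 1.95 times that of the 1656 other protein-coding transcripts with enough reads in both datasets (quartiles 40 and 260). This difference had a p-value of 0.00169 in a two-sided permutation test with 100000 resamples. The median 3′UTR was 319 nt (quartiles 172 and 498.5) against 261 nt (quartiles 145 and 442), and the difference of 58 nt was not significant (p = 0.132, the same permutation test). Among transcripts with an annotated UTR, the difference was 162 nt for the 5′UTR (p = 8.0e-05, permutation test) and 86.5 nt for the 3′UTR (p = 0.0300), so the 3′UTR passed the threshold only there. Over all 5139 protein-coding transcripts with an annotation, the medians were 78 nt and 242 nt. Except among transcripts with an annotated UTR, a missing UTR counted as 0 nt in these medians. Enrichment for Gene Ontology categories was not analysed here.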

Although AREs are normally located in the 3′UTRs of CCCH-type tandem zinc-finger RBPs targets, we found that this motif was also frequent in the 5′UTR of the IP-enriched genes and in the Zfs1 RNA target group (Fig. 1C), suggesting that Zfs1 is not only restricted to binding AREs located in the 3′UTR but also binds those in the 5′UTR. 

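In the 5′UTR, the ARE nonamer occurred 0.828 times per kb in the 136 IP-enriched protein-coding transcripts and 0.849 times per kb in the 55 transcripts that were also upregulated, against 0.185 times per kb over all 4920 protein-coding transcripts tested and 0.314 over the 1773 of them with enough reads to be selected. In the 3′UTR the frequencies were 1.27, 2.09, 0.169 and 0.305 per kb, and in the coding sequence 0.102, 0.103, 0.0269 and 0.0401 per kb. At least 1 motif in the 5′UTR was present in 34 of 136 IP-enriched transcripts (25.0%) against 4.22% of the others (odds ratio 7.56, p = 5.82e-15, two-sided Fisher's exact test), and in 11 of 55 of the upregulated ones (20.0%) against 5.43% (odds ratio 4.34, p = 0.000237). By the same exact test, in the 3′UTR these numbers were 44 (32.4% against 8.55%, odds ratio 5.11, p = 1.49e-13) and 26 (47.3% against 9.24%, odds ratio 8.79, p = 1.43e-12). In the coding sequence, by the same exact test, they were 18 (13.2% against 7.15%, odds ratio 1.98, p = 0.0170) and 6 (10.9% against 7.67%, odds ratio 1.47, p = 0.436). These tests of presence do not allow for length, as the frequencies per kb do. The IP-enriched transcripts had a median 5′UTR of 288 nt, longer than that of the 1773 transcripts. The odds ratios of the 5′UTR and the 3′UTR therefore cannot be ranked against each other.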

Our analysis of *in vivo* Zfs1 RNA targets therefore suggests that Zfs1 binds a set of functionally diverse transcripts.

**Fig. 1.**
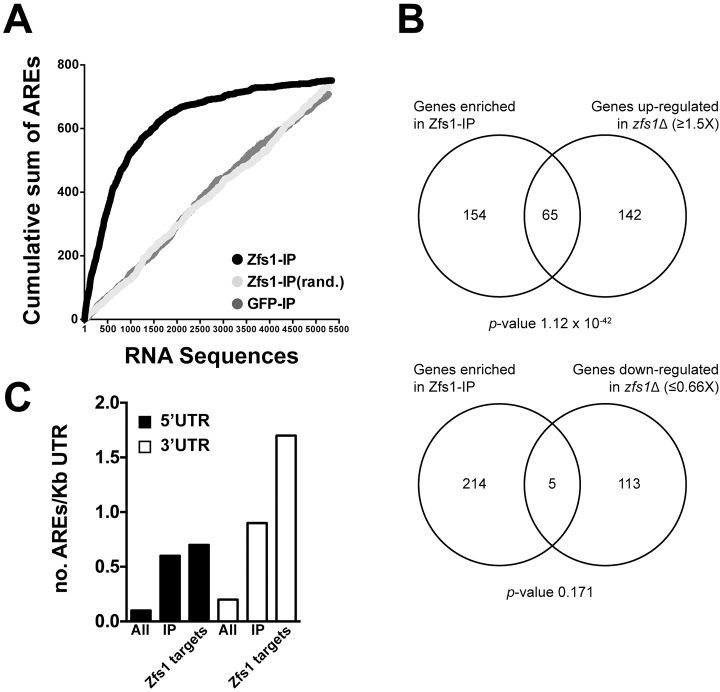
**Identification of Zfs1 RNA targets.** RNAs from WT and the *zfs1*Δ mutant strains were purified from cells growing exponentially in minimal EMM. The same growing conditions were used for cells expressing a TAP-tagged Zfs1 or a mock-control GFP construct. (A) Cumulative sum of a nonamer UUAUUUAUU AREs located on full-length transcripts. RNA sequences are ranked from higher (left) to lower (right) enrichment in the Zfs1 IP and mock-control GFP IP, or are presented in a randomized order (rand.). The number of AREs per transcript was consecutively added starting from the most enriched sequences. (B) Comparison between RNA-Seq datasets from a *zfs1*Δ mutant and Zfs1 IP-enriched sequences. Top panel, Zfs1 IP-enriched genes and upregulated genes of the *zfs1*Δ mutant. Bottom panel, Zfs1 IP-enriched genes and downregulated genes of the *zfs1*Δ mutant. *P*-values of the overlap between groups were generated using a binomial distribution (pbinom function) in R. (C) Frequency of AREs per kb of sequence in the 5′ and 3′ UTRs of the full fission yeast transcriptome (‘all’), Zfs1 IP-enriched genes (‘IP’) and Zfs1 RNA targets (‘Zfs1 RNA targets’).

### Zfs1 regulates *puc1*^+^ mRNA levels

The list of potential Zfs1 RNA targets contained several cell cycle control components that have a role in sexual differentiation. 

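The G1 cyclin gene puc1 (SPBC19F5.01c) ranked 19 among the 148 IP-enriched transcripts by its mean log2 IP/input ratio, and it was in the list under every alternative tried. It lies on the minus strand of chromosome II of the ASM294v3 assembly, from 3699198 to 3701689, with the coding sequence from 3699573 to 3700652 in a single exon. The annotated 5′UTR is 1037 nt long and the 3′UTR 375 nt. The transcript holds 3 copies of the motif. The copy in the 5′UTR is at 3701589 to 3701597, within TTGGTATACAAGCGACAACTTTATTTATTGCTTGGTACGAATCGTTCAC. The copy in the coding sequence is at 3700017 to 3700025, within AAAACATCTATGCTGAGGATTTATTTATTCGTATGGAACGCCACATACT. The copy in the 3′UTR is at 3699317 to 3699325, within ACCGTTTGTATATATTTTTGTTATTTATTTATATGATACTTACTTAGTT. These sequences are written 5′ to 3′ on the strand of the gene, with 20 nt on each side of the motif.

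**Figure D2:**
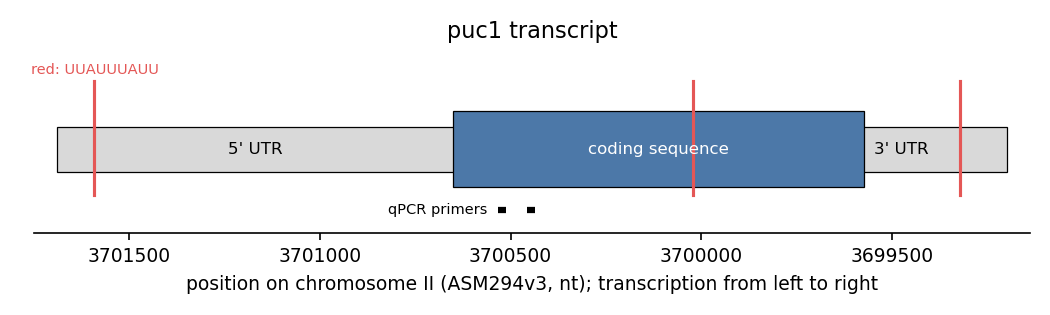
Map of the puc1 transcript on chromosome II (x axis, position in nt, ASM294v3), read from left to right in the direction of transcription. Grey boxes are the UTRs, the blue box is the coding sequence from 3699573 to 3700652, red lines mark the 3 copies of the motif and black bars the qPCR primers of Table S7, both of which lie in the coding sequence.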

We focused on the G1 cyclin Puc1 because it is one of the most enriched RNAs in the Zfs1 IP results, and it has been reported that increased levels of Puc1 inhibit sexual differentiation (Forsburg and Nurse, 1994). Puc1 was originally isolated as suppressor of the *Saccharomyces cerevisiae cln3* mutant (Forsburg and Nurse, 1991), and although it functions redundantly with other cyclins in the fission yeast mitotic cell cycle (Martin-Castellanos et al., 2000), it has been suggested that it has a role in mitotic cycle exit (Forsburg and Nurse, 1994). *puc1^+^* mRNA was specifically enriched in the Zfs1 IP to a similar level as previously characterized Zfs1 targets, such as *cbf12*^+^, *ecl3*^+^ and *arz1*^+^ (Fig. 2A). 

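The normalized counts of puc1 were 564, 230 and 217 in the Zfs1-TAP inputs and 5418, 5012 and 5464 in the Zfs1 IPs, so that its log2 IP/input ratio was 3.26, 4.44 and 4.65 in experiments 1 to 3. The mean was 4.12 (SD 0.75, n = 3), with an adjusted p-value of 3.26e-06 from limma. With experiment 2 or 3 left out, the ratio was 3.96 or 3.85 and the adjusted p-value 0.236 or 0.556, and across all alternatives that adjusted p-value lay between 3.84e-59, without experiment 1, and 0.556 (limma). In these fits limma took the spread mostly from other transcripts. The standard error over 3 experiments was 0.70 for SPBC25B2.08, whose ratios had an SD of 0.073. For the non-coding RNA at 1451418 to 1452653 it was 0.69, with an SD of 1.71. The adjusted p-values therefore do not measure how alike the experiments of puc1 were. In the GFP IP the mean log2 ratio of puc1 was 0.28 (SD 0.38, n = 3), and the contrast between the IPs was 3.84 (standard error 0.74, adjusted p = 1.51e-05 from limma). The mean ratios of the known targets were 4.55 (SD 1.05) for cbf12 (SPCC1223.13), 5.02 (SD 1.37) for ecl3 (SPBC8E4.12c) and 5.13 (SD 0.89) for arz1 (SPCC1494.03). All of these genes were higher in the IP in each of the 3 experiments, and whether they differ from puc1 was not tested. The adjusted p-values of the 3 genes were 3.76e-07, 2.09e-10 and 6.85e-09 (limma). As for puc1, they were above 0.05 when experiment 2 or 3 was left out. In the GFP IP, arz1 had a mean ratio of −0.12 and cbf12 one of 1.08 (adjusted p = 0.020, limma). The call of cbf12 in the mock control was lost under 5 of its 8 alternatives, with adjusted p-values of 0.0574 without experiment 2, 0.414 without experiment 3, 0.208 with libraries rescaled to an equal total, 0.215 without the experiment as a block and 0.0763 with libraries centred on the median, the last chosen after the values were seen (limma). The transcript of atb2 also had a higher value in the GFP IP than in the input, with a mean log2 ratio of 1.23 (SD 0.48, adjusted p = 0.00249, limma), a call lost under 2 of its 8 alternatives, without the experiment as a block (adjusted p = 0.0595) and without experiment 3 (adjusted p = 0.0657). The contrast of cbf12 between the IPs was 3.47 (adjusted p = 7.05e-05, limma). The remaining transcripts of Fig. 2A had mean Zfs1 IP/input ratios of −1.67 for act1 (SPBC32H8.12c, adjusted p = 0.0847, limma), −1.11 for atb2 (SPBC800.05c, adjusted p = 0.304) and 1.27 for cdc2 (SPBC11B10.09, adjusted p = 0.210), with SDs of 1.25, 1.40 and 0.76. Without experiment 1, the ratio of cdc2 was 1.71 with an adjusted p-value of 2.08e-10 (limma). On the ASM294v3 assembly, cbf12 lies on chromosome III from 1871367 to 1875842 and arz1 from 2325034 to 2327051, each with 3 copies of the ARE nonamer in the 3′UTR, and ecl3 lies on chromosome II from 4441340 to 4441827 and has none in its annotated transcript, which includes no 3′UTR.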

To study the effects of the *zfs1*Δ mutation on Puc1, we determined *puc1^+^* mRNA and protein levels by quantitative real-time reverse transcription PCR (qPCR) and western blotting, respectively. The RNA-Seq results for differentially expressed genes between the wild type (WT) and *zfs1*Δ mutant (Fig. S1F) were confirmed by the qPCR results, which showed that *puc1^+^* mRNA levels were 1.8 times higher in the *zfs1*Δ mutant compared to that in WT (Fig. 2B). 

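In the RNA-Seq, puc1 had 1248 and 1351 normalized counts in the wild type and 2125 and 2142 in the zfs1Δ mutant, which is 1.64 times the wild type mean. The log2 ratio was 0.77 in experiment 1 and 0.66 in experiment 2, with a mean of 0.72 (standard error 0.059) and an adjusted p-value of 1.25e-31 from limma, whose spread is pooled over transcripts. Across the alternatives that adjusted p-value was at most 3.03e-06, with libraries centred on the median. The ratios were 0.99 and 1.24 for cbf12, 1.24 and 1.43 for ecl3 and 2.35 and 2.26 for arz1, each in the same order of experiments. The counts of arz1 rose from 1411 and 1455 in the wild type to 7220 and 6994 in the mutant. For act1 the mean log2 ratio was 0.094 (adjusted p = 0.622), for atb2 0.20 (adjusted p = 0.00208, limma) and for cdc2 0.19 (adjusted p = 0.00137). Rescaled to an equal total, the ratios of atb2 and cdc2 fell to 0.091 and 0.085 and were no longer significant (adjusted p = 0.117 and 0.196, limma), that of act1 was −0.014, and that of puc1 was 0.61.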

Puc1 protein levels were assayed by using a *puc1^+^* V5-tagged allele integrated at the *puc1^+^* locus, maintaining the *puc1^+^* UTRs. Similar to what is seen with the untagged gene, the *puc1-*V5^+^ mRNA also increased in the *zfs1*Δ background (Fig. 2C), an increase that was mirrored by the protein levels (Fig. 2D,E). These results confirm that Zfs1 is a negative regulator of Puc1 levels.

**Fig. 2.**
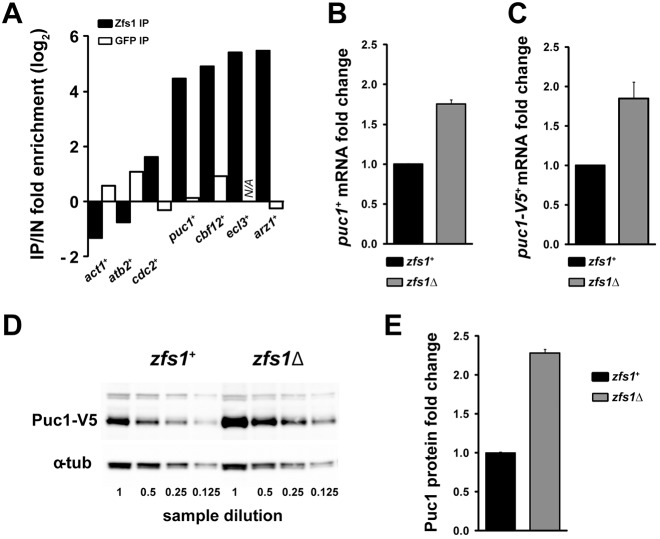
**Zfs1 regulates *puc1^+^* mRNA and protein levels.** (A) Fold enrichment of *puc1*^+^ mRNA and other transcripts in Zfs1 IP with respect to input (FDR based on *n*=3, *act1^+^* 0.035, *atb2^+^* 0.003, *cdc2*^+^ 1.46×10^−11^, *puc1*^+^ 6.01×10^−81^, *cbf12*^+^ 3.22×10^−51^, *ecl3*^+^ 1.59×10^−71^, *arz1^+^* 4.39×10^−39^). N/A, no reads for the *ecl3*^+^ transcript were detected in the GFP IP. (B) Fold change in the *puc1*^+^ mRNA levels in the *zfs1*Δ mutant. RNA was extracted from cells exponentially growing in EMM at 25°C and *puc1^+^* mRNA levels were determined by qPCR. Mean±s.e.m. from seven biological repeats are shown. (C) Fold change in mRNA levels of a V5 C-terminally tagged allele of the *puc1*^+^ gene. The V5-tagged *puc1*^+^ allele conserves endogenous UTR sequences (see Materials and Methods). Cells were treated as in B, and *puc1^+^* mRNA levels were determined by performing qPCR. Mean±s.e.m. of four biological repeats are shown. (D) Western blot showing Puc1 protein levels in the *zfs1*Δ mutant. Protein extracts were made from cells growing exponentially in EMM at 25°C. α-tubulin (Atb2) was used as loading control. (E) Quantification of Puc1 protein levels. Mean±s.e.m. from three biological repeats.

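The deposited values for ecl3 in the GFP IP were 39.5, 18.0 and 8.27 normalized counts in experiments 1 to 3, and 66.1, 26.7 and 26.9 in the GFP-TAP inputs. The mean log2 ratio was −0.96 (SD 0.56, n = 3, adjusted p = 0.511 from limma). In the Zfs1 IP, the values of ecl3 were 2027, 3014 and 2386, and in the Zfs1-TAP inputs 179, 42.4 and 53.4.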

### *puc1*^+^ gene deletion suppresses the sterility of the *zfs1*Δ mutant

To assess the contribution of Puc1 to the sexual differentiation phenotype of the *zfs1*Δ mutant, we constructed a double *zfs1*Δ *puc1*Δ mutant, and assayed its mating efficiency (proportion of cells that undergo sexual differentiation, see Materials and Methods for details) as a measure of the ability of the cell to sexually differentiate (Fig. 3A). The mating efficiency of the *zfs1*Δ mutant was approximately five times lower than WT, while the deletion of *puc1^+^* gene alone did not change mating efficiency significantly. However, deletion of the *puc1^+^* gene in the *zfs1*Δ mutant increased mating efficiency to WT values, suggesting that deregulation of *puc1^+^* gene expression in the *zfs1*Δ mutant was a major contributor to the sexual differentiation defect. Puc1 has redundant functions with the Cig2 and Cig1 G1/S cyclins (Martin-Castellanos et al., 2000), therefore we assayed the specificity of the phenotypic suppression in relation to these other cyclins (Fig. 3A). Neither *cig1^+^* nor *cig2^+^* gene deletion suppressed the mating defect of the *zfs1*Δ mutant as efficiently as *puc1^+^* gene deletion, indicating a specific role of Puc1 cyclin in the phenotype of the *zfs1*Δ mutant. To test whether ectopically increasing Puc1 levels could reproduce the low mating efficiency observed in the *zfs1*Δ mutant, we integrated a variable number of plasmid copies carrying the *puc1^+^* gene into the WT strain and assayed mating efficiency (Fig. 3B). This experiment showed that Puc1 has a dose-dependent inhibitory effect over sexual differentiation, with increasing levels of Puc1 reducing mating efficiency to the levels observed in the *zfs1*Δ mutant. Furthermore, examination of the cell cycle response to nitrogen starvation, a stimulatory signal for sexual differentiation, also showed that the *puc1^+^* gene deletion could suppress defects associated with the *zfs1^+^* deletion (Fig. 3C). The *zfs1*Δ mutant was able to arrest in G1 phase upon nitrogen depletion, but it did so with slower kinetics compared with the kinetics of the WT strain, a delay in cell cycle arrest that was suppressed by the deletion of the *puc1^+^* gene. Taken together, these results indicate that Puc1 is a potent inhibitor of sexual differentiation and has a major role in the differentiation phenotype of the *zfs1*Δ mutant, highlighting the role of Zfs1 in regulating Puc1 cyclin levels for the induction of sexual differentiation.

**Fig. 3.**
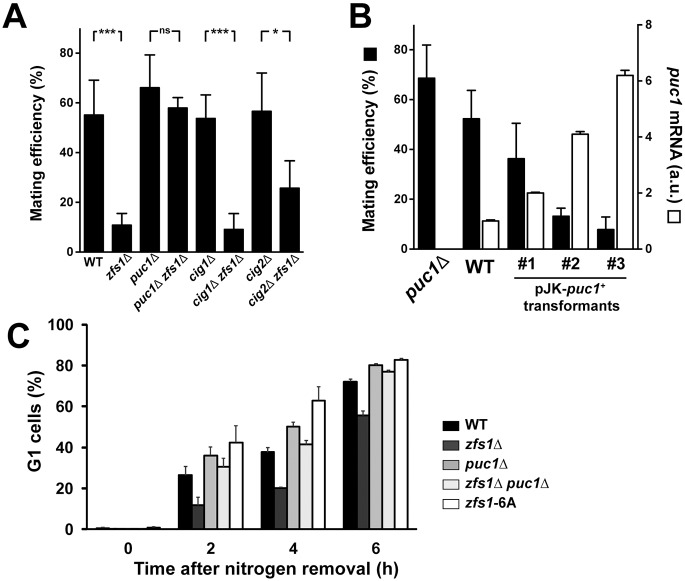
***puc1^+^* gene deletion suppresses partial sterility of the *zfs1*Δ mutant.** (A) Mating efficiency of homothallic *h^90^* strains. Cells were grown on solid YE4S medium overnight and then transferred to MEA4S plates. Plates were incubated at 25°C for 48 h before counting the number of vegetative cells and zygotes/asci. Mating efficiency was calculated as described in the Materials and Methods section. Mean±s.d. from *n*≥4, two-tailed *t*-test. (B) Dose-dependent inhibition of sexual differentiation by Puc1. *h^90^* homothallic strains carrying a different copy number of the integrative plasmid pJK148-*puc1* were assayed for their efficiency to mate. *puc1^+^* mRNA levels were measured by qPCR during vegetative growth. Mating efficiency was measured after incubation on MEA4S medium for 48 h. Mean±s.d., *n*=3. (C) Accumulation of G1-arrested cells in response to nitrogen limitation. Cells grown in minimal EMM at 25°C were washed three times with the same volume of EMM without nitrogen, and incubated in EMM without nitrogen at 25°C. At the indicated times, samples were collected and cells were ethanol fixed. The DNA content per cell was measured by propidium iodide staining and flow cytometry. Mean±s.d., *n*=3.

### Nitrogen depletion and inhibition of TOR signaling promote Zfs1 phosphorylation

The function of the human homolog of Zfs1, TTP, is regulated by phosphorylation (Brooks and Blackshear, 2013). Analysis of Zfs1 by western blotting revealed slow-migrating protein species that became a fast-migrating band after phosphatase treatment, indicating that they were phosphorylated isoforms of the Zfs1 protein (Fig. 4A,B). Zfs1 migrated as two bands, corresponding to the phosphorylated and non-phosphorylated protein isoforms in cells grown in medium containing nitrogen (Fig. 4A,B, time 0 min). A short incubation in medium without nitrogen brought about the appearance of a third band corresponding to a hyper-phosphorylated isoform of the protein, indicating that Zfs1 phosphorylation responded to nutrient availability. TOR complexes are involved in the response of the cell to nutrients, and chemical inhibition of TOR activity emulates many aspects of nutrient starvation (Atkin et al., 2014). We assayed whether Zfs1 hyper-phosphorylation was regulated by TOR signaling by treating cells with the TOR inhibitor Torin-1. Addition of Torin-1 to cells growing in medium containing nitrogen was sufficient to induce the appearance of Zfs1 hyper-phosphorylation (Fig. 4C). This result suggests that Zfs1 is hyper-phosphorylated in response to the loss of TOR signaling when cells are subjected to nitrogen depletion.

**Fig. 4.**
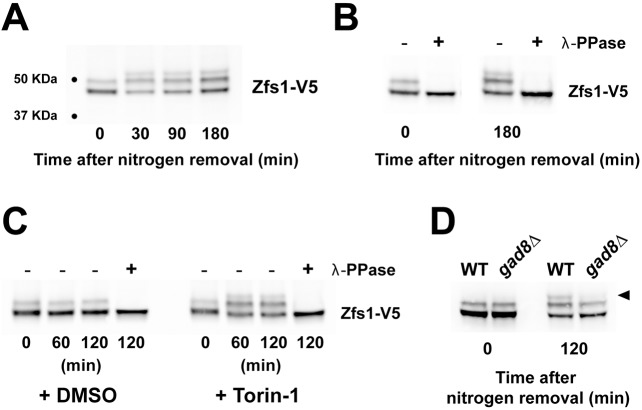
**Nitrogen depletion and inhibition of TOR signaling promote Zfs1 phosphorylation*.*** (A) Western blot of Zfs1 protein during incubation in medium without nitrogen. Cells were grown in minimal EMM to mid-log phase, then washed with medium without nitrogen and incubated in this for the indicated times. (B) Protein extracts from cells treated as in A were incubated with λ-protein phosphatase (see Materials and Methods). (C) Torin-1 inhibition of TOR complexes stimulates Zfs1 hyper-phosphorylation. Cells growing in EMM were incubated with 10 µM Torin-1 or the same volume of DMSO for the indicated times. (D) The AKT1-related Gad8 kinase is required for hyper-phosphorylation of Zfs1. Cells were grown in EMM and then washed and incubated in EMM without nitrogen for 2 h.

To identify kinases involved in Zfs1 phosphorylation in response to nitrogen deprivation, we analyzed mutants of protein kinases that are normally upregulated in this condition and/or are required for the response of the cell to nitrogen depletion (Mata and Bähler, 2006) (Fig. S4; Fig. 4D). From this screen, we found that Gad8 kinase, which is related to human AKT-1, was required for Zfs1 hyper-phosphorylation in response to nitrogen depletion.

In summary, our results show that Zfs1 is partially phosphorylated in growth medium, and that phosphorylation of Zfs1 is stimulated by nitrogen deprivation (or loss of TOR signaling) in a Gad8-dependent manner.

### Identification of phosphorylation sites in Zfs1 protein

To identify phosphorylation sites in Zfs1 protein, a series of 100-residue truncations along the protein were constructed, and phosphorylation of the protein was assayed by western blotting (Fig. 5A). Zfs1 is a 404-amino-acid protein with a tandem CCCH-type zinc finger domain near the C-terminus. Truncations of residues 1 to 105 (construct no. 2), and 201 to 300 (construct no. 4) showed robust phosphorylation both in nitrogen-containing medium and during nitrogen depletion (Fig. 5B), whereas the construct lacking the tandem zinc finger domain (truncation of residues 301 to 404, construct no. 5) exhibited a reduction in Zfs1 phosphorylated species. The reduced phosphorylation of this construct may be due to the tandem zinc finger domain being required for efficient association with the protein kinase(s), since a construct carrying point mutations in the conserved histidine residue within each zinc finger (construct no. 6) showed similarly reduced phosphorylation. Importantly, truncation of 101–200 totally abolished phosphorylation (construct no. 3) even after 90 min of nitrogen deprivation, revealing that this domain is essential for phosphorylation of Zfs1. To identify phosphorylation sites within this domain, we performed site-directed mutagenesis on serine and threonine residues, replacing them with alanine residues (Fig. 5C). Combined mutation of residues S141, S151, S154, S155 or S164 and T165 reduced phosphorylation (Fig. 5D). Moreover, the mutation of all six of these residues to alanine (Zfs1-6A) abrogated Zfs1 phosphorylation, even when cells were deprived of nitrogen for 3 h. Therefore, we conclude that these residues are important for Zfs1 phosphorylation.

**Fig. 5.**
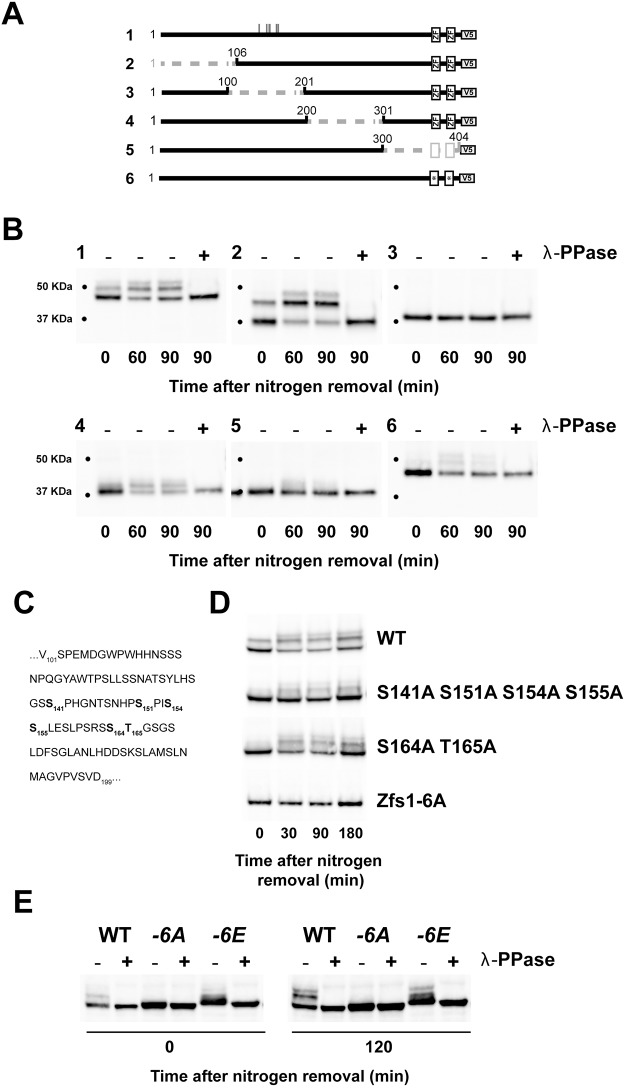
**Identification of phosphorylation sites in the Zfs1 protein.** (A) Constructs used for the identification of phosphorylation sites. Truncations of ∼100 residues were made along the Zfs1 protein and introduced at *zfs1^+^* locus to obtain WT expression levels. Boxes represent zinc finger (ZF) domains. In construct no. 6 the full-length protein harbors point mutations in two highly conserved histidine residues within the tandem zinc finger domain (H351I, H389I). Vertical lines in construct 1 mark the relative positions of residues S141, S151, S154, S155, S164 and T165. (B) Western blots to assay phosphorylation of Zfs1 constructs after nitrogen removal from the medium. Cells were treated as in Fig. 4A. (C) Amino acid sequence of the 100–201 domain of Zfs1. Residues mutated to alanine are shown in bold. (D) Western blots to assay phosphorylation of mutant Zfs1 proteins carrying the indicated mutations of serine and threonine residues to alanine residues. (E) Western blot of Zfs1 protein in mutant strains where residues S141, S151, S154, S155, S164 and T165 were mutated to alanine (-6A) or to glutamic acid (-6E).

Next, we constructed a strain carrying a *zfs1* allele where these same six residues were replaced with glutamic acid (Zfs1-6E) to mimic constitutive phosphorylation. In contrast to what was observed with the Zfs1-6A protein, the Zfs1-6E protein was partially phosphorylated in both nitrogen-containing and -depleted medium, as revealed by the change in mobility after protein phosphatase treatment (Fig. 5E). Taken together, these results suggest that phosphorylation of these residues is required for further phosphorylation of the protein, thus playing a key role in the regulation of Zfs1.

### Phosphorylation of Zfs1 modulates *puc1^+^* mRNA and protein accumulation

We next investigated whether Zfs1 phosphorylation has a role in the regulation of Puc1 by analyzing *puc1^+^* mRNA and protein in the *zfs1* phospho-mutant strains. Untagged *zfs1* phospho-mutant strains were crossed with the *puc1-V5* strain, and samples for *puc1*^+^ mRNA and protein quantification were collected from exponentially growing cultures, and after 2 h of nitrogen deprivation (Fig. 6; a biological replicate is shown in Fig. S6A,B). In cells growing in medium containing nitrogen, *puc1*^+^ mRNA levels were similar in all strains with the exception of the *zfs1*Δ mutant, which, as has been shown above, had higher levels of *puc1*^+^ mRNA and protein than were seen in the control strain (*zfs1*^+^). Interestingly, Puc1 protein levels were reduced by approximately half in the phospho-mutant strain *zfs1-6A*, although this strain had similar mRNA levels to those found in the control strain. A strain carrying mutations of the same residues to glutamic acid to mimic phosphorylation events (*zfs1-6E*) also showed lower levels of protein than the control strain (Fig. 6; Fig. S6A,B).

**Fig. 6.**
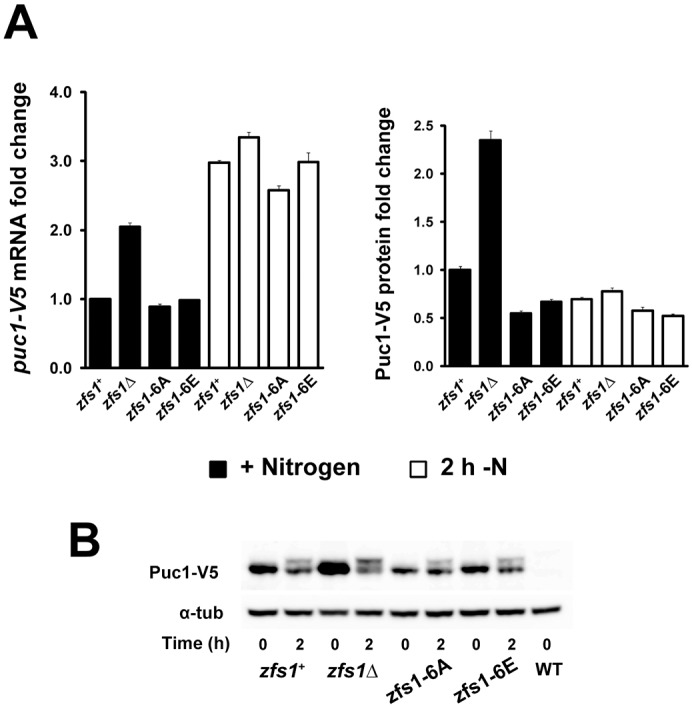
**Phosphorylation of Zfs1 regulates Puc1 protein accumulation.** (A) Relative *puc1^+^* mRNA (left panel) and protein levels (right panel) in cells growing in EMM (black bars), and after 2 h of nitrogen deprivation (white bars). Cells were washed by filtration before transferring to EMM without nitrogen. Mean values are shown; error bars correspond to s.e.m. of three technical repeats of the qPCR and from three measurements of the western blot signal. A biological replicate is shown in Fig. S6A,B. (B) Western blot of Puc1 protein levels of experiment shown in A. 0, cells growing exponentially in EMM; 2, 2 h of nitrogen deprivation. α-tubulin [α-tub (Atb2)] was used as a loading control.

*puc1*^+^ mRNA levels increased during the incubation in media without nitrogen, and reached similar levels in all strains. However, the increase in mRNA was not reflected in the Puc1 protein level, which stayed constant or decreased in the WT and *zfs1* mutant strains, indicating the action of other mechanisms during nitrogen starvation that override Zfs1 function on Puc1.

In summary, these results show that phosphorylation of Zfs1 is important for the regulation of Puc1 protein accumulation.

### Zfs1 modulates response to differentiating signals

To evaluate the impact of Zfs1 phosphorylation in the sexual differentiation process, we assayed the mating efficiency of the WT, *puc1*Δ, *zfs1*Δ and *zfs1-6A* strains under different nitrogen concentrations (Fig. 7A; Fig. S7). In these four strains, mating was mostly inhibited at nitrogen concentrations equal to or higher than 0.5 g/l. However, when the nitrogen concentration dropped, the induction of sexual differentiation was found to be different in each strain. In the WT strain, mating progressively increased up to 40% efficiency as the nitrogen concentration was reduced, while in the *zfs1*Δ mutant, mating was inhibited at all concentrations tested. In contrast, lowering the nitrogen concentration below 0.5 g/l in the z*fs1-6A* strain brought about an abrupt increase of mating, reaching a maximum value twice as high as in the WT strain. In agreement with the higher mating efficiency, we also observed that the *zfs1-6A* strain arrested faster in G1 (Fig. 3C). Deletion of *puc1*^+^ gene also increased mating efficiency compared to that seen in the WT strain, but to lower levels than in the z*fs1-6A* strain, in the presence of a low nitrogen concentration, reaching similar levels to that seen in the *zfs1-6A* strain in medium without nitrogen. Therefore, we conclude that Zfs1, and its regulation by phosphorylation, has an important role in modulating the cellular response to the differentiating signal brought about by falling levels of nitrogen.

**Fig. 7.**
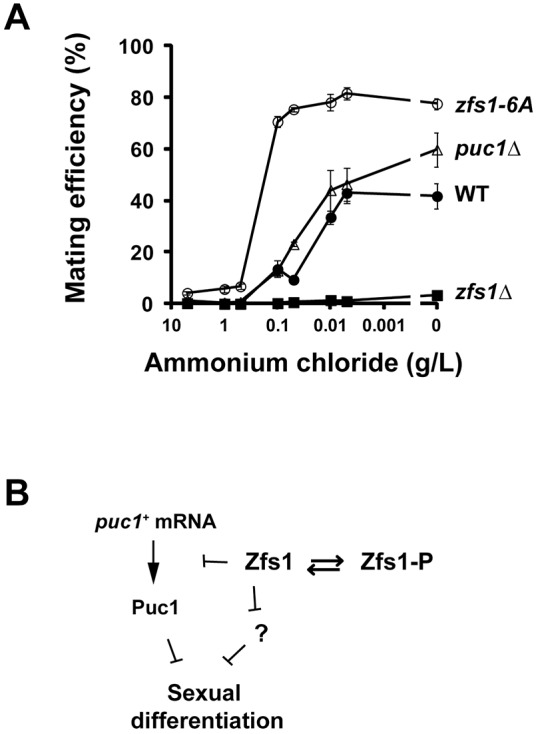
**Phosphorylation of Zfs1 modulates the response of the cell to differentiating signals.** (A) Mating efficiency at different nitrogen concentrations. Cells were grown in EMM containing 0.5 g/l ammonium chloride until they reached the exponential phase, washed twice in medium without nitrogen and diluted to a concentration of 5×10^6^ cells/ml in minimal medium containing the indicated concentration of ammonium chloride. Cells were incubated in these media at 25°C in a flat-bottom 96-well plate. Mating efficiency was determined after 24 h. Mean±s.e.m. from four biological repeats are shown (WT, *zfs1-6A* and *puc1*Δ). Mean values from two biological repeats (*zfs1Δ*) are shown. Individual experiments are shown in Fig. S7. (B) Model of Puc1 and sexual differentiation regulation by Zfs1.

## DISCUSSION

In this paper, we have studied the role of the RNA-binding protein Zfs1 in modulating the initiation of sexual differentiation. We conclude that this role is achieved in part by regulating, most likely at a post-transcriptional level, the accumulation of the G1 cyclin Puc1. We found that Zfs1 is partially phosphorylated in cells in normal growing medium, and hyper-phosphorylated when cells are deprived of nitrogen. Abrogation of phosphorylation results in changes in Puc1 accumulation and probably in other factors involved in sexual differentiation, predisposing cells to initiate sexual differentiation. It is possible that by modulating levels of Puc1 and other cell cycle/differentiation factors, Zfs1 fulfills a role in adaptation to low-nutrient conditions, maintaining cell cycle progression and preventing premature sexual differentiation (Fig. 7B).

The molecular function of Zfs1 on other RNA targets (Cuthbertson et al., 2008; Wells et al., 2012) and genome-wide decay rate measurements in the *zfs1*Δ mutant (Hasan et al., 2014), raises the possibility that Zfs1 regulates *puc1^+^* mRNA levels by promoting RNA decay. *puc1^+^* mRNA has a short half-life (Eser et al., 2016), and small changes in its turnover could be responsible for the differential expression in the *zfs1*Δ mutant. In addition, our experiments using *zfs1* phospho-mutants suggest a novel molecular function of Zfs1. The Zfs1-6A mutant had lower amounts of the Puc1 protein than the WT strain although mRNA levels were unchanged (Fig. 6), suggesting that Zfs1 may have a function in mRNA translation or protein turnover. It is possible that Zfs1 phosphorylation stimulates translation by recruiting translation initiation factors, which are rate-limiting for translation (Gebauer and Hentze, 2004), or, alternatively, that non-phosphorylated Zfs1 could have an inhibitory function over translation which is inactivated by phosphorylation. There are other examples of translational regulation of cyclins by upstream open reading frames (uORFs) (Daga and Jimenez, 1999; Polymenis and Schmidt, 1997) and by translational factors, such as DDX3/Ded1 (Grallert et al., 2000; Lai et al., 2010). Alternatively, the lower levels of Puc1 in the *zfs1-6A* strain might be the result of higher cyclin degradation. Further experiments will be required to distinguish between these possibilities. In addition to the negative effect of Zfs1, we speculate that the Puc1 protein is subject to additional downregulating mechanisms during nitrogen starvation. We observed that, even though *puc1^+^* mRNA levels were strongly increased upon nitrogen removal, Puc1 protein levels dropped in this medium (Fig. 6), a reduction which was more noticeable in the *zfs1* mutant since this strain had higher levels of Puc1 before nitrogen starvation. It is not known how the Puc1 protein is downregulated. Cig2 and Cdc13 cyclins also disappear during nitrogen starvation (Breeding et al., 1998; Wu and Russell, 1997) and, as we observed with *puc1*^+^, *cig2*^+^ mRNA levels are highly induced upon nitrogen removal (Obara-Ishihara and Okayama, 1994). The disappearance of these other cyclins seems to be a consequence of translation inhibition (Grallert et al., 2000) and/or proteolysis (Kominami et al., 1998). However, it is unclear whether these mechanisms are triggered in response to nutrient deprivation or as a consequence of cells arresting in the G1 phase of the cell cycle. The CDK stoichiometric inhibitor Rum1 is responsible for the G1 arrest during nitrogen starvation (Correa-Bordes and Nurse, 1995), and acts as a link between nutrient availability and cell cycle progression. Interestingly, the *rum1^+^* mRNA stability is regulated by nutrient availability, and removal of nitrogen from the medium stabilizes *rum1^+^* mRNA, allowing the rapid accumulation of the protein (Daga et al., 2003). It is therefore possible that nutrient signaling acts at different levels, influencing the synthesis and stability of numerous cell cycle factors.

We have shown here for the first time that Zfs1 is partially phosphorylated in actively growing cells, and that nitrogen depletion promotes further phosphorylation. Basal and nitrogen starvation-induced hyperphosphorylation of Zfs1 could have different consequences for the regulation of the Zfs1 and Puc1 protein. As mentioned above, basal phosphorylation of Zfs1 could have a role in Puc1 translation instead of mRNA stability (Fig. 6). Supporting this possible role, several reports show that phosphorylation of the human homolog of Zfs1, TTP, modulates its activity in translation (reviewed by Brooks and Blackshear, 2013). Phosphorylation is believed to facilitate translation of its targets by regulating recruitment of TTP to specific subcellular compartments or by recruiting translational factors. It is more difficult to address the effect of hyper-phosphorylation of Zfs1 during nitrogen starvation, especially on the regulation of Puc1, because of the Zfs1-independent changes in Puc1 expression that occur during nitrogen starvation (mRNA induction and reduction in protein levels). In addition to having a role in translation modulation, the phosphorylation of TPP seems to regulate other properties of the protein such as mRNA destabilization, protein stability and cellular localization (Brook et al., 2006; Marchese et al., 2010; Stoecklin et al., 2004). It is possible that the hyper-phosphorylation of Zfs1 during nitrogen starvation fulfills one of these latter functions. Further work will be required to discern the different possible roles of phosphorylation in Zfs1 regulation. We found that Gad8 is required for the hyper-phosphorylation of Zfs1 seen upon nitrogen depletion; however, we cannot rule out that the effect of this kinase on Zfs1 phosphorylation is indirect, since the *gad8* mutant cannot respond properly to nitrogen starvation nor activate the specific genetic programme for sexual differentiation (Hálová et al., 2013; Kawai et al., 2001; Matsuo et al., 2003; Weisman and Choder, 2001). Other kinases with important roles in sexual differentiation, such as Pka1 and Sty1, did not have any effect on Zfs1 phosphorylation (Fig. S4). Phosphorylation of the human homolog protein TPP is regulated by a number of signaling pathways, including the ERK MAPK, p38 MAPK, JNK, GSK3β, PKA, PKB/AKT and PKC pathways (for a review, see Brooks and Blackshear, 2013). Potential phosphorylation sites for some of these kinases are also present in Zfs1. Six residues (S141, S151, S154, S155, S164 and T165) are required for both basal and starvation-responding phosphorylation (Fig. 5), adding new phosphorylation sites to the ones identified by genome-wide proteomics (Kettenbach et al., 2015; Koch et al., 2011). Based on the behavior of the Zfs1-6E protein, we propose that phosphorylation of these residues allows further phosphorylation at other sites on the protein in response to nitrogen deprivation. However, the replacement of these residues with glutamic acid did not totally emulate phosphorylation in terms of Zfs1-mediated regulation of Puc1 levels (Fig. 6). Interestingly, mutations which impaired protein phosphorylation were found in conserved residues of the tandem zinc finger domain involved in mRNA binding, suggesting a connection between mRNA binding and phosphorylation.

We have also shown that an increase in Puc1 levels inhibits sexual differentiation. This might be due to the ability of the Puc1–Cdc2 complex to phosphorylate and probably inactivate the CDK inhibitor Rum1 (Martin-Castellanos et al., 2000). Rum1, in contrast, cannot inactivate the Puc1–Cdc2 complex, and therefore, small changes in cyclin levels can result in dramatic changes in activity. The excess of the Puc1 cyclin could extend the CDK-dependent inhibitory phosphorylation of Ste11, a master regulator of the sexual differentiation process (Kjaerulff et al., 2007). The high fertility of the *zfs1-6A* mutant, higher than that of the *puc1*Δ strain at low nitrogen concentrations (Fig. 7A), suggests that Zfs1 might regulate additional factors that prevent differentiation. Interestingly, the mRNA of the kinase Pat1 (also known as Ran1), a major regulator of sexual differentiation and meiosis (Li and McLeod, 1996; Watanabe et al., 1997), was highly enriched in the Zfs1 IP, although its RNA levels were not altered in the *zfs1*Δ mutant (Table S3). Additionally, the mRNAs of the cAMP-independent regulatory protein Pac2 (Kunitomo et al., 1995) and the heterotrimeric G protein gamma subunit Git11, a component of the cAMP/glucose-sensing pathway (Landry and Hoffman, 2001), were also identified as potential targets of Zfs1. Therefore, it is possible that Zfs1 functions as a general modulator of factors involved in sexual differentiation.

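The transcript of pat1 (SPBC19C2.05) ranked 18 in the IP-enriched list. Its log2 IP/input ratio was 4.21, 4.27 and 3.89 in the 3 Zfs1 experiments (adjusted p = 2.75e-06, limma), and its mean in the GFP IP was 0.90 (adjusted p = 0.0864). With experiment 2 or 3 left out, the adjusted p-value in the Zfs1 IP was 0.200 or 0.428, and without experiment 1 it was 4.72e-48 (limma). As for puc1, these p-values do not measure how alike the experiments of pat1 were. Its standard error in the fit of all 3 was 0.75, while its ratios had an SD of 0.21. In the RNA-Seq, pat1 had 1851 and 1947 normalized counts in the wild type and 2177 and 2064 in the zfs1Δ mutant. The log2 ratio of 0.23 and 0.084 in the 2 experiments was far below the 1.5-fold threshold. Its adjusted p-value was 0.0149, and across the alternatives it lay between 0.0100 without the experiment as a block and 0.478, with 0.0621 when libraries were centred on the median and 0.478 when they were rescaled to an equal total (limma).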

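The transcript of pac2 (SPAC31G5.11) ranked 22 in the IP-enriched list, with a mean log2 IP/input ratio of 4.09 (SD 1.22, n = 3, adjusted p = 7.22e-06 from limma), which was not significant when experiment 2 (adjusted p = 0.330) or 3 (adjusted p = 0.571) was left out. It rose from 4526 and 4863 normalized counts in the wild type to 7109 and 7276 in the mutant, log2 ratios of 0.65 and 0.58. This is 1.53 times the wild type, at the edge of the 1.5-fold threshold, and pac2 was not past it when libraries were rescaled to an equal total, when they were centred on the median, or in RNA-Seq experiment 2 alone. The transcript of git11 (SPBC215.04) had a mean log2 IP/input ratio of 3.00 (SD 1.05, n = 3, adjusted p = 0.000418, limma), above the threshold of 2 SD, but a mean of 52 CPM in the IP. It was therefore not in the IP-enriched list, and it was in both sets only without the minimum of 100 CPM. Its log2 ratios of mutant to wild type were 1.63 and 1.41.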

Finally, it is noteworthy that this binary regulatory mechanism formed by an RBP and a G1 cyclin that we have described in fission yeast has counterparts in budding yeast and humans (Cai and Futcher, 2013; Marderosian et al., 2006; Wang et al., 2004). In all the three organisms, an excess of G1 cyclin maintains cells in an undifferentiated state, and the RBP functions by restricting cyclin levels. In budding yeast, the G1 cyclin Cln3 is regulated by the RBP Whi3, and, although Zfs1 and Whi3 belong to different RBP families, there are parallels between the function of both proteins. Like the *zfs1* mutant, the *whi3* mutant shows low sporulation, which is rescued by deletion of the *CLN3* gene (Garí et al., 2001). In addition, the change in *CLN3* mRNA levels and translation efficiency in the *whi3* mutant is similar to the change that we described here for Puc1 in the *zfs1* mutant (Cai and Futcher, 2013). The change in Cln3 expression has been argued to be sufficient to explain the cell cycle phenotypes of the *whi3* mutant (Cai and Futcher, 2013). However, other models involving localized protein synthesis and retention have been also proposed (Wang et al., 2004). In conclusion, the regulation of G1 cyclins by RNA-binding proteins could be a conserved mechanism and provide an extra layer of regulation of cyclin levels, which can be influenced by differentiating signals.

## MATERIALS AND METHODS

### Strains and growth conditions

*S. pombe* media and methods are described in Moreno et al. (1991). Strains used are listed in Table S6. Experiments were carried out in Edinburgh minimal medium (EMM) with supplements (4S: L-histidine, L-leucine, adenine and uridine) at 0.15 mg/ml when necessary. Where indicated, YE4S (yeast extract with supplements) and MEA4S (malt extract agar with supplements) were used. When incubation without a nitrogen source was required, EMM lacking ammonium chloride was used, and cells were washed with three volumes of this medium on 0.45 µm pore Millipore filters. Torin-1 inhibitor (Tocris Bioscience) was dissolved in DMSO at 1 mM.

### Gene deletion and C-terminal tagging

Gene deletion and C-terminal tagging were performed as in Bähler et al. (1998). Gene-targeting oligonucleotides were designed using tools described on the Bähler laboratory website (www.bahlerlab.info/resources/) (Penkett et al., 2006).

### RNA extraction for RNA-Seq

RNA was extracted from a 25 ml cell culture [0.2–0.5 optical density at 595 nm (OD_595 nm_)] filtered through a 0.45 µm pore filter and the filter snap-frozen in liquid nitrogen. RNA extraction for RNA-Seq was performed with the hot phenol method as described in Lyne et al. (2003). RNA was further purified on an RNeasy mini spin column (QIAgen) following the manufacturer's instructions, and sample quality was assayed in an Agilent 2100 Bioanalyzer.

### RNA immunoprecipitation

RNA immunoprecipitation was performed as in Amorim and Mata (2009), starting from a 300 ml culture of exponentially growing cells expressing either Zfs1–TAP or mock-control GFP–TAP constructs. Cell disruption was carried out in a FastPrep cell disruptor (ThermoSavant) in Buffer A [20 mM Tris-HCl pH 8.0, 140 mM KCl, 1.8 mM MgCl_2_, Glycerol 10% (v/v), NP-40 0.1% (v/v), 10 mg/ml heparin, 1 mM PMSF and 2 µl/ml DNase Turbo (Life Technologies)] supplemented with 2× proteases inhibitor cocktail (Complete Mini-EDTA, Roche) and 30 U of recombinant RNasin (Promega). Approximately 4 mg of protein was immunoprecipitated for 2 h at 4°C with Pan mouse IgG dynabeads (Invitrogen), previously conjugated with monoclonal anti-Protein A SPA-27 antibody (cat. no. P2921, Sigma). Immunoprecipitates were washed with Buffer B [20 mM Tris-HCl pH 8.0, 140 mM KCl, 1.8 mM MgCl_2_, Glycerol 10% (v/v), NP-40 0.1% (v/v), 0.2 mg/ml heparin and 1 mM PMSF]. Finally, dynabeads were resuspended in 100 µl of lysis buffer (RNAqueous microkit, Ambion) and RNA was extracted by following the manufacturer's instructions.

### RNA sequencing and data analysis

RNA was sequenced by using 100 bp paired-end strand-specific Illumina sequencing technology. Ribosomal RNA was depleted from samples by using the Illumina Ribo-Zero Gold rRNA removal kit. All sequences were initially mapped to the *S. pombe* genome sequence, downloaded on 16 Sep 2013 from PomBase (www.pombase.org). A reference transcriptome was reconstructed by using RSEM (version 1.1.19) (Li and Dewey, 2011) from an annotation file in GTF format downloaded from PomBase. Subsequent mapping and read counting was also performed by RSEM with a seed length of 101 and a mismatch threshold of 3 in dUTP strand-specific mode. As part of the RSEM pipeline, bowtie (version 0.12.7) was used to perform the mapping stage (Langmead et al., 2009). Transcripts with count per million (CPM) value of less than 1 were eliminated. Data was normalized by using the EdgeR package, and adjusted *P*-values [accounting for the false discovery rate (FDR)] were calculated by taking into account library size and paired samples. Differentially expressed genes were also identified with the EdgeR package by using Bioconductor (version 2.7; www.bioconductor.org), running on R. Results are given as the log base 2 of the fold change of number of reads in the IP versus total RNA samples. For the final list, transcripts that had zero read counts in two of three replicate experiments were removed, as well as those with a CPM<100.

### qPCR

RNA for qPCR was extracted by using a simplified version of the hot phenol method (Schmitt et al., 1990). RNA was extracted from 10 ml cultures, and cells were incubated with phenol at 65°C for 4 min. RNA was treated with TURBO DNase before cDNA synthesis (Life Technologies). 1 µg of RNA was converted into cDNA by using random hexamer primers (SuperScript III first-strand synthesis system, Life Technologies), and qPCR was performed using EXPRESS SYBR Green ER qPCR supermix (Life Technologies). Primers are indicated in Table S7.

### Protein extraction and western blotting

Total protein extracts were prepared from 1.5×10^8^ cells. 25 ml cultures were mixed with 2.5 ml of trichloroacetic acid 100% (w/v) and incubated on ice for at least 30 min. Cells were centrifuged for 5 min at 5170 ***g***, 4°C, and the pellets washed with 10 ml of ice-cold acetone. After 5 min centrifugation at 5170 ***g*** at 4°C, cell pellets were washed twice with 500 µl of beating buffer (8 M urea, 50 mM ammonium bicarbonate and 5 mM EDTA) plus 1× protease inhibitors (Complete Mini –EDTA, Roche) and phosphatase inhibitors (PhosStop, Roche), centrifuged for 1 min at 16,249 ***g*** and resuspended in 100 µl of beating buffer plus inhibitors. Cells were disrupted with 0.5 mm glass beads in a FastPrep cell disruptor for three cycles of 35 s at 5.5 m/s, 4°C. Extracts were recovered and beads washed with an additional 50 µl of beating buffer plus inhibitors. Extracts were subjected to two consecutive centrifugations at 16,249 ***g*** for 5 min, 4°C. Finally, protein concentrations were measured by using the Quick Start Bradford reagent (Biorad). Extracts were mixed with 4× Laemmli buffer [62.5 mM Tris-HCl pH 6.8, 10% (v/v) glycerol, 1% (w/v) SDS, 0.005% (w/v) Bromophenol Blue] and heated at 72°C for 10 min before western blotting. For protein dephosphorylation assays, up to 150 µg of protein extracted with beating buffer without EDTA and phosphatase inhibitors, was treated with 400 U of λ-protein phosphatase (New England Biolabs) for 50 min at 30°C. The reaction volume was adjusted with water to dilute the urea-containing buffer at a ratio of 1:10. Protein electrophoresis was performed on 5–12% Biorad TGX gels, in a MiniProtean3 system. In western blots, V5-tagged proteins were detected with mouse anti-V5 antibody (cat. no. MCA1360, AbdSerotec, Biorad; 1:1000) and α-tubulin with monoclonal TAT1 antibody [a gift from Keith Gull, Sir William Dunn School of Pathology, University of Oxford, UK (Woods et al., 1989); 1:5000]. Horseradish peroxidase (HRP)-conjugated goat anti-mouse-IgG (GE Healthcare) was used at a dilution of 1:10,000 as secondary antibody. Signal from blots was detected by using an ImageQuant LAS 4000 (GE Healthcare) machine. Brightness was adjusted for display purposes. Uncropped original images are shown in Figs S2, S3, S5 and S6.

### Site-directed mutagenesis and allele replacement

Deletion, insertions and point mutations were created by using the Q5 site-directed mutagenesis kit (New England Biolabs) and QuikChange multi site-directed mutagenesis kit (Agilent). Point mutations and truncations of the *zfs1^+^* ORF were made on plasmid pFR145, containing the *zfs1^+^* ORF fused to the V5 tag sequence, the *ScADH1* terminator and the hygromycin resistance gene. The FR1524 (*zfs1*Δ::*ura4*^+^) strain was transformed with a fragment of the mutagenized plasmid, and *zfs1^+^* gene replacement was selected. Introduction of mutations were confirmed by sequencing. C-terminal tagging of the Zfs1 protein using the V5 peptide reduced mating significantly. Therefore, physiological experiments in the phospho-mutant strains were performed using untagged alleles, conserving the original UTRs. These alleles were constructed by introducing serine and threonine mutations on plasmid pFR157, which carries the 5′ UTR, ORF and 3′ UTR of *zfs1^+^*, plus the *leu1^+^* gene. The plasmid was integrated in the 5′ UTR of the *zfs1^+^* locus of a strain where the *zfs1^+^* ORFs were deleted by using the *ura4^+^* gene marker. 10–50 transformants were pooled and grown in YE4S medium for ∼10 generations, and 10^6^ cells were spread on 5-fluoroorotic acid (5′FOA)-containing YE4S plates containing 1 mg/ml of 5′FOA to select for cells where a recombination event between regions from the plasmid and genome has reconstituted the native *zfs1^+^* locus, eliminating plasmid sequences and the *ura4^+^* marker. *ura^−^ leu^−^* 5′FOA-resistant colonies were selected, recombination events checked by PCR, and the locus sequenced to confirm the incorporation of mutations. Strains expressing a V5 C-terminally tagged *puc1^+^* allele were constructed by transforming WT cells with a linear DNA fragment containing a partial sequence comprising the *puc1^+^* ORF, V5 coding sequencing, *puc1^+^* 3′UTR and a gene cassette conferring resistance to clonNAT antibiotic. Integration was confirmed by PCR and sequencing.

### Mating efficiency assay

Homothallic *h^90^* strains were used to determine mating efficiency. Cells were grown for 24 h on YE4S agar at 32°C and then patched on MEA4S agar at 25°C for 2 days, or grown in exponential phase in liquid EMM with low nitrogen (0.5 g/l ammonium chloride) for 36 h, washed with medium without nitrogen, and then incubated in EMM with different concentrations of nitrogen for 24 h at an initial density of 5×10^6^ cells/ml. For the mating efficiency calculation, each zygote/ascus was considered as two cells, and efficiency was calculated using the formula: 100×[2×(zygote+asci)/(2×(zygote+asci)+vegetative cells)].

### DNA content per cell determination

DNA content per cell was determined by flow cytometry as described in Navarro and Nurse (2012), using propidium iodide as the DNA stain. 10,000 cells were measured for each sample.

## Supplementary Material

Supplementary information

# Supplementary material for: Phosphorylation of the RNA-binding protein Zfs1 modulates sexual differentiation in fission yeast
**Source:** J Cell Sci. 2017 Dec 15;130(24):4144–54. doi: 10.1242/jcs.208066
**Supplement:** Supplementary information

Supplementary Information

Suppl Fig 1

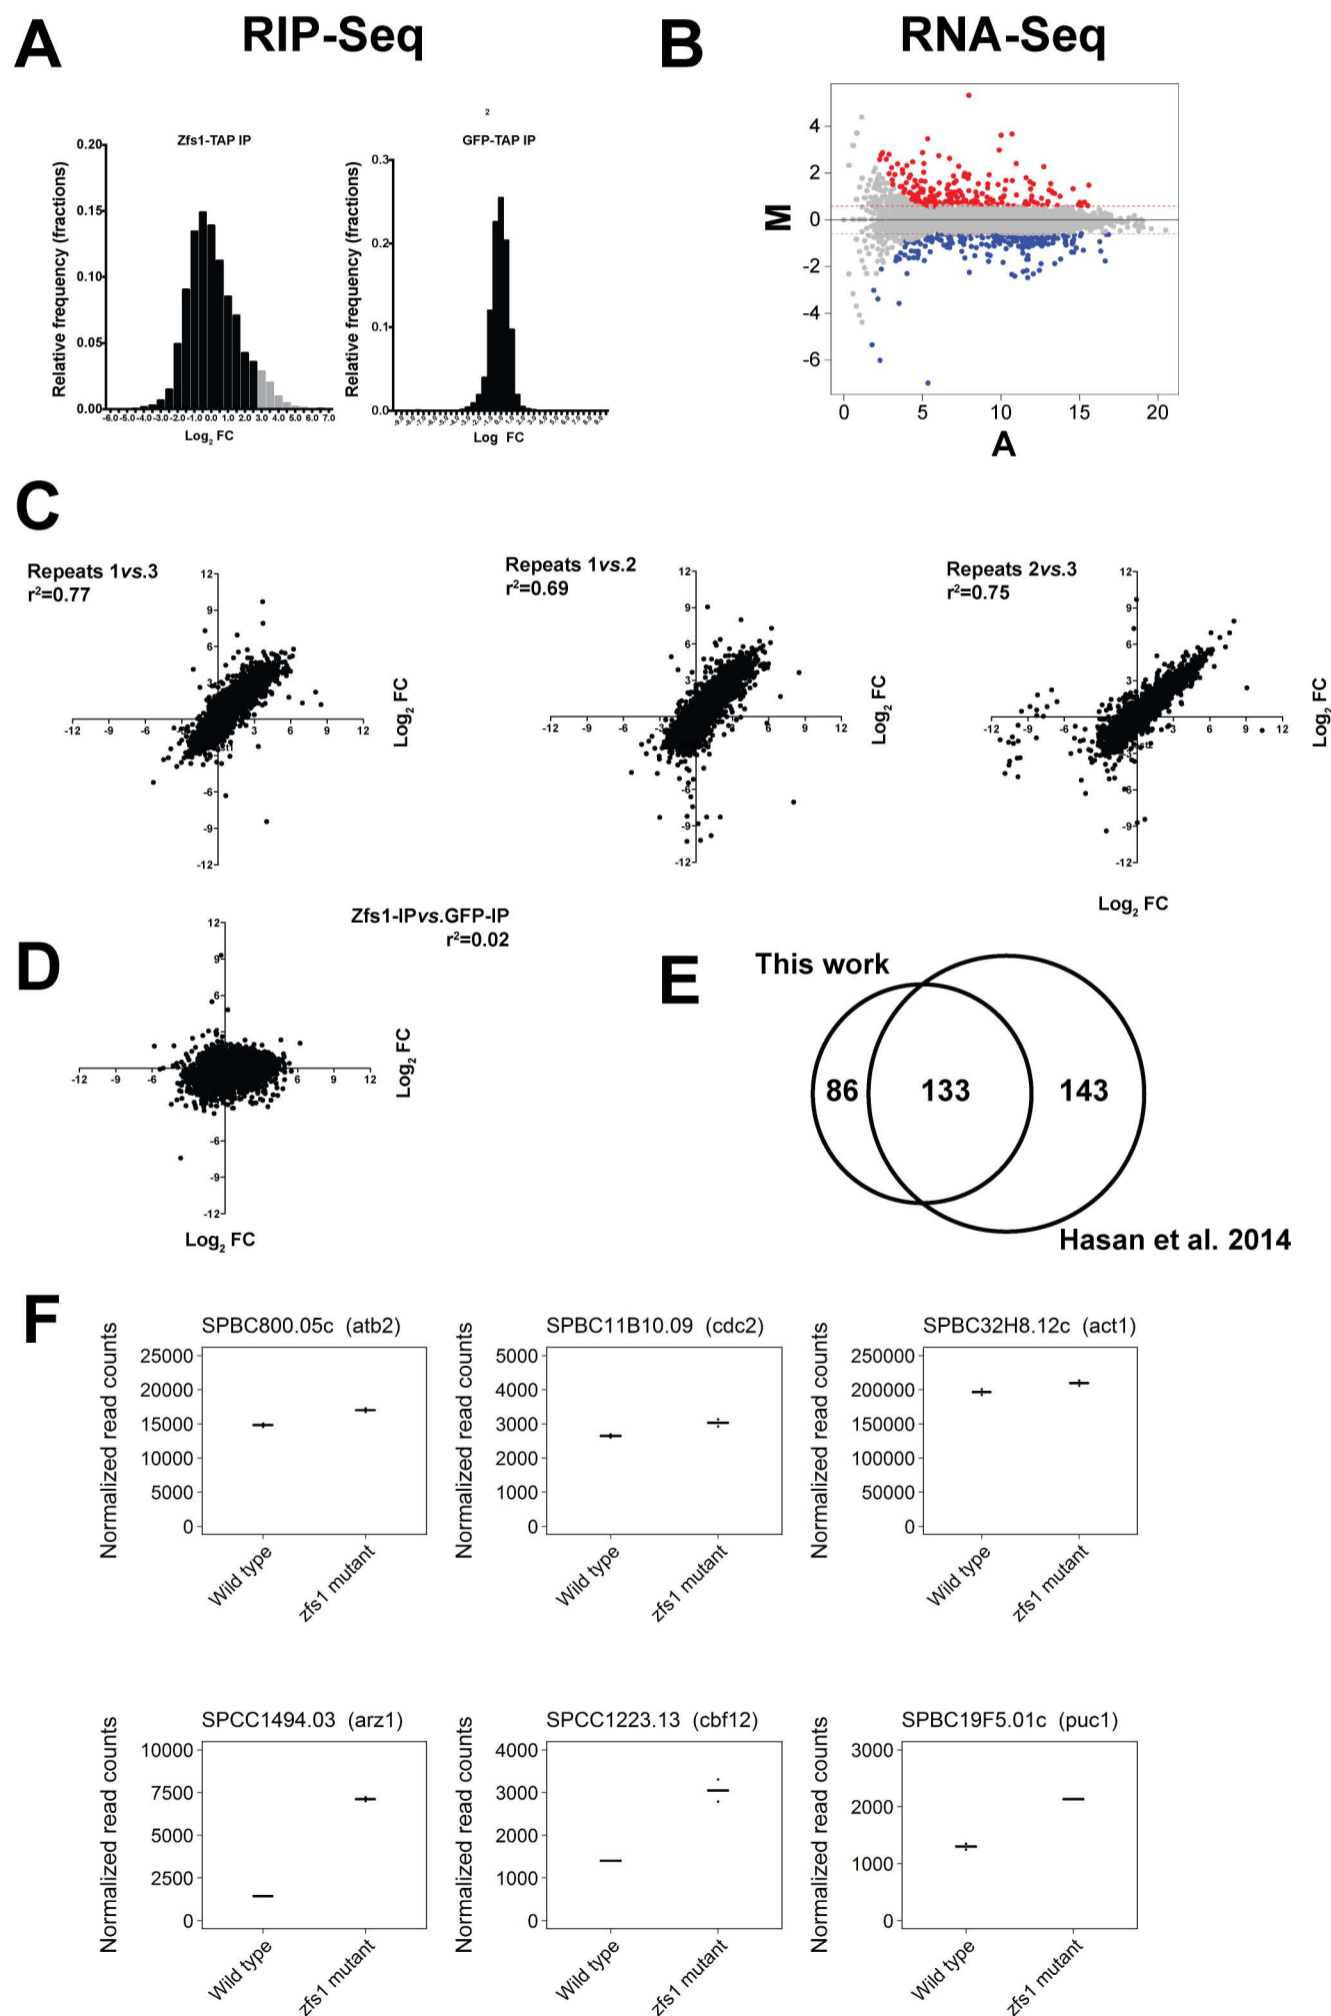

### Supplementary Figure 1. Identification of Zfs1 RNA targets.

- A. Distribution of sequence enrichment in the Zfs1 IP and control IP (GFP-TAP). FC, fold change enrichment of RNA sequences in the immunoprecipitate fraction with respect to input RNA. Sequences enriched in Zfs1 IP more than two standard deviations from the mean value were selected for further analysis (in grey).
- B. MA plot showing differential gene expression determined by RNA-Seq between the *zfs1* $\Delta$  mutant and the wild type strain. Each dot represents a transcript, the y axis (M) shows log2 fold change in expression levels of the *zfs1* mutant vs. wild type, while the x axis (A) indicates mean RNA read counts ( $M = \log_2(zfs1/WT)$ ;  $A = 1/2 \log_2(zfs1 \times WT)$ ). The two horizontal lines show 1.5 fold difference thresholds. Red dots mark statistically significant upregulated genes in the mutant, while blue dots show statistically significant downregulated genes (FDR <0.05). Data correspond to two biological repeats.
- C. Correlation between results of three biological repeats of Zfs1 IP/RNA-Seq experiments.
- D. Correlation between results of Zfs1 IP and GFP IP experiments.
- E. Comparison between Zfs1 RIP results from this work and from Hasan et al. 2014 (Hasan et al., 2014).
- F. Normalized read counts for selected genes in the wild type and *zfs1* mutant strains. Two biological replicates are plotted. Horizontal line shows mean of both replicates.

## Suppl Fig 2

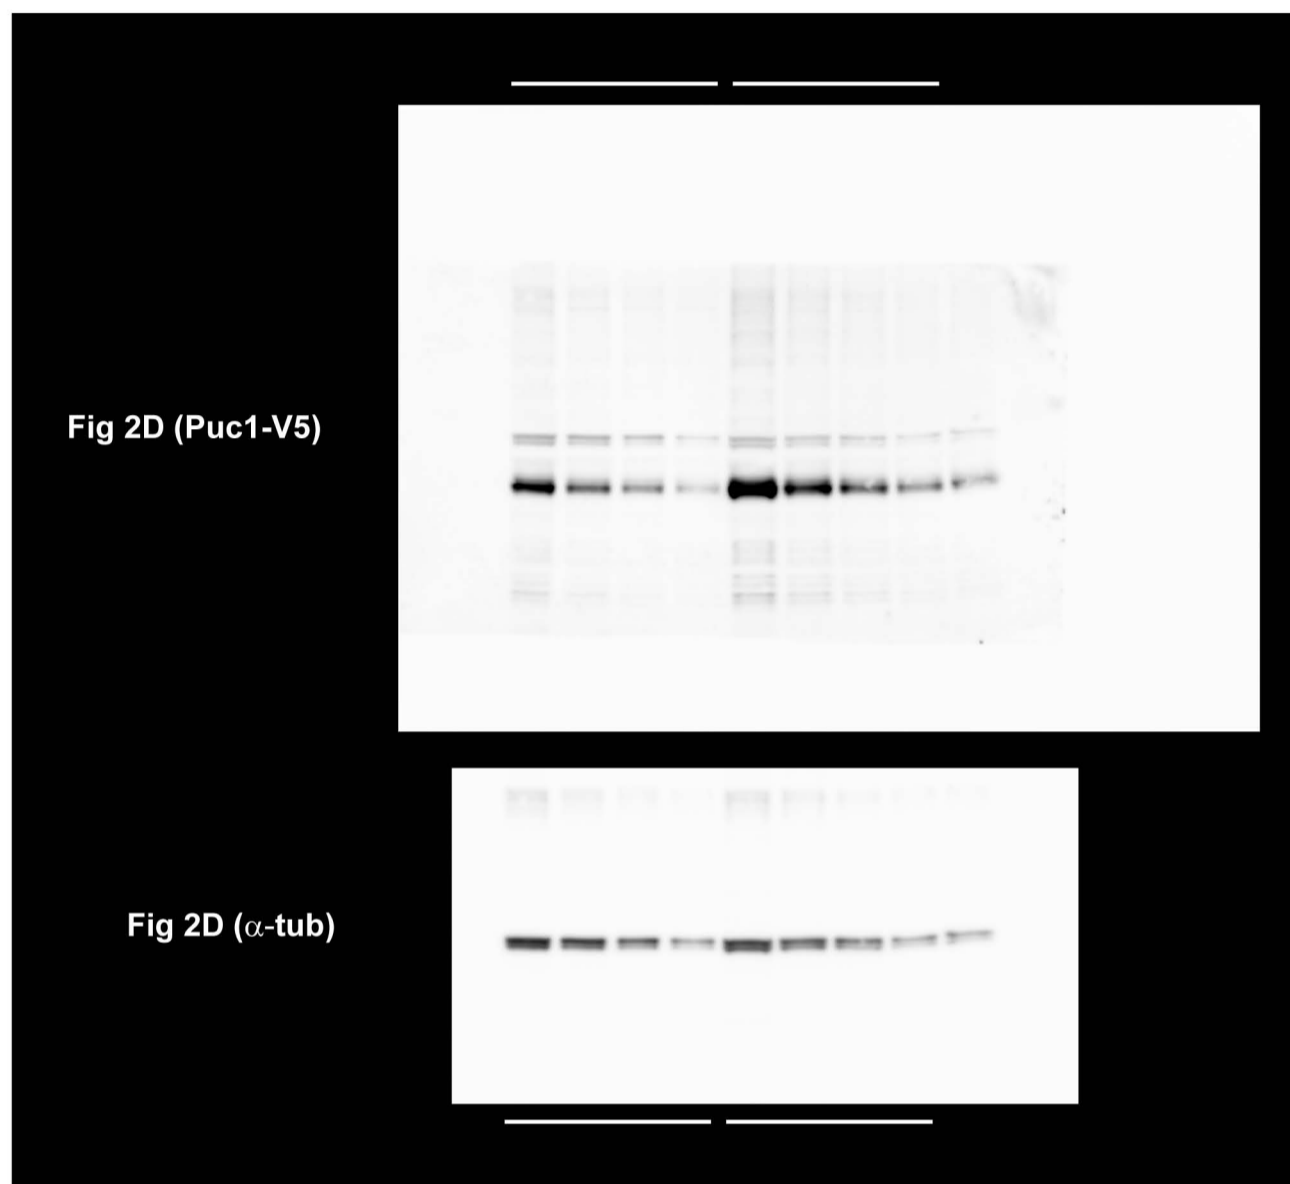

**Supplementary Figure 2.** Uncropped original images of Western blots used for Figure 2.

Suppl Fig 3

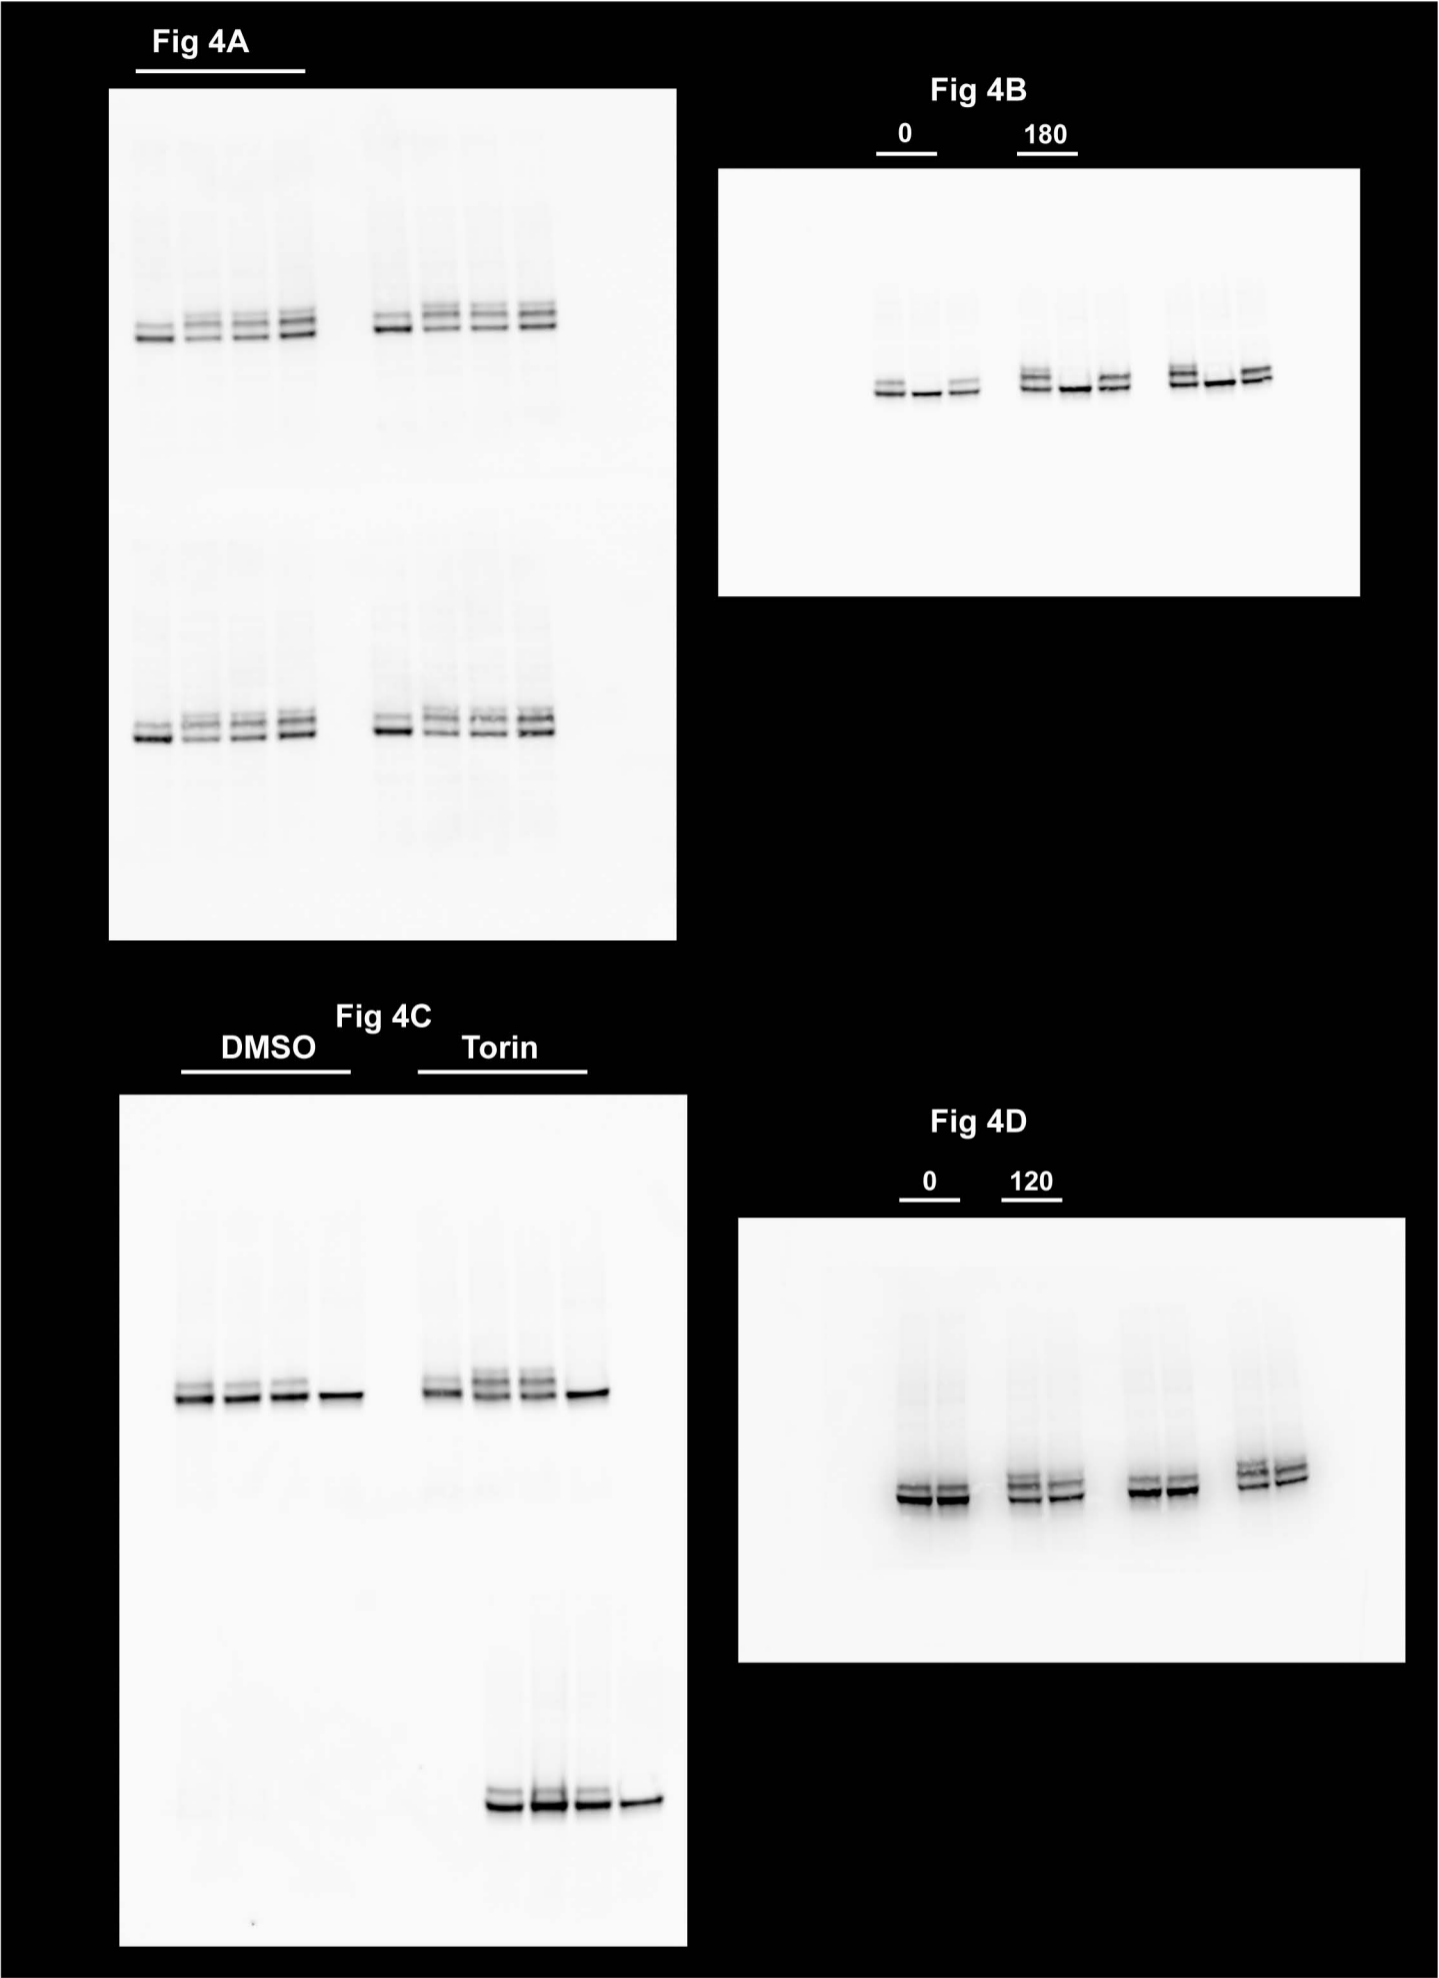

Supplementary Figure 3. Uncropped original images of Western blots used for Figure 4.

Suppl Fig 4

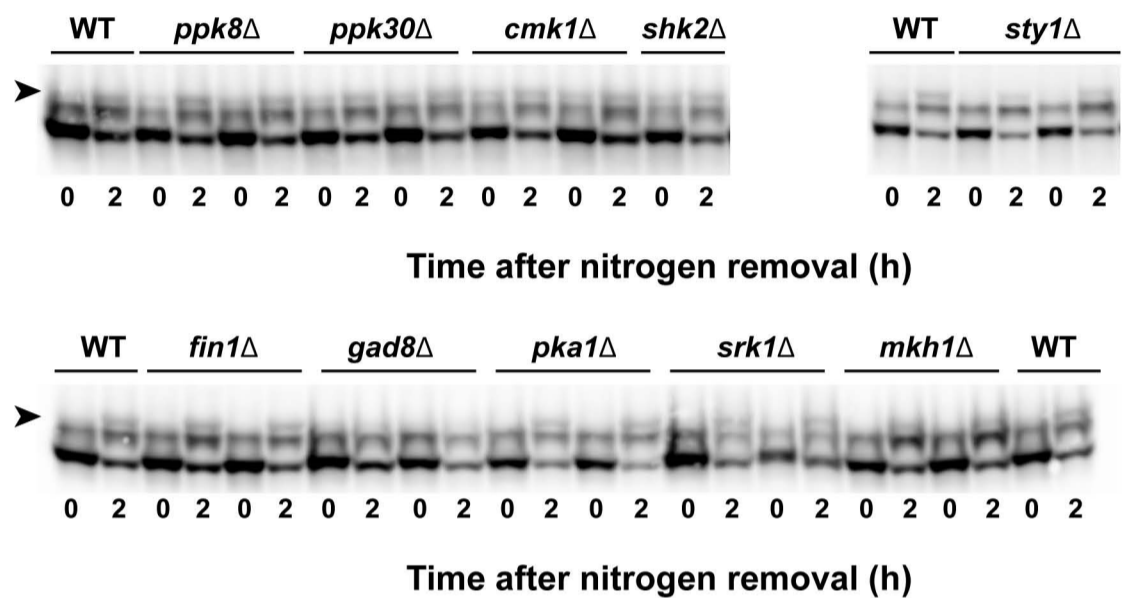

**Supplementary Figure 4. Screen for kinases involved in nitrogen-regulated Zfs1 phosphorylation.** Cells carrying deletions of kinase genes were grown in EMM media, washed with media without nitrogen and Zfs1 phosphorylation assayed at 0 and 120 min of incubation in nitrogen deficient media. Two biological repeats are shown for each kinase mutant. Arrow indicates the hyper-phosphorylated form of the Zfs1 protein, which is reduced in the *gad8Δ* mutant.

Suppl Fig 5

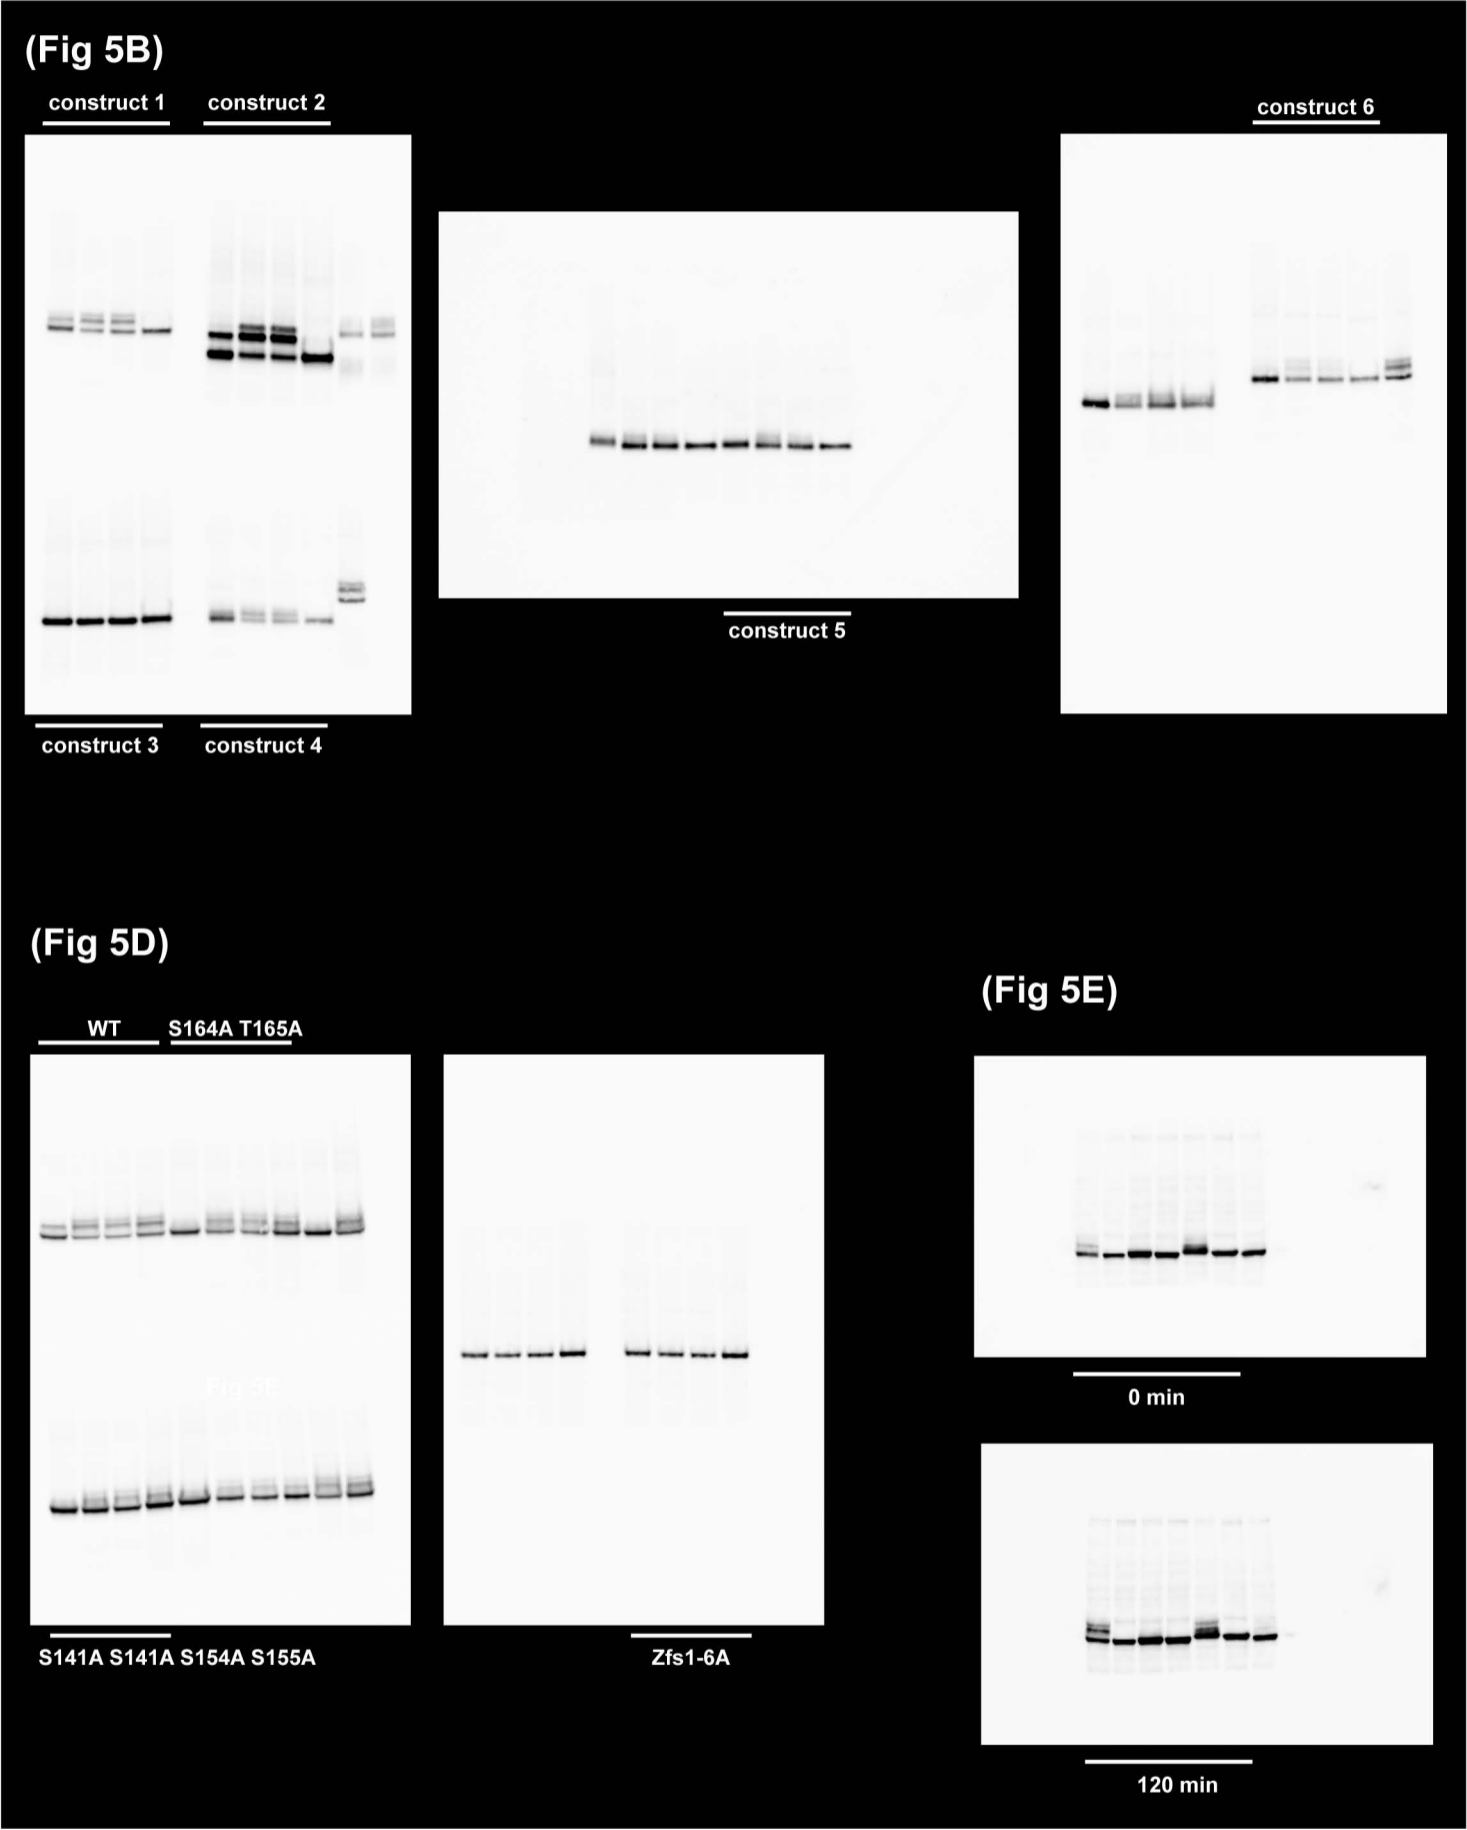

Supplementary Figure 5. Uncropped original images of Western blots used for Figure 5.

Suppl Fig 6

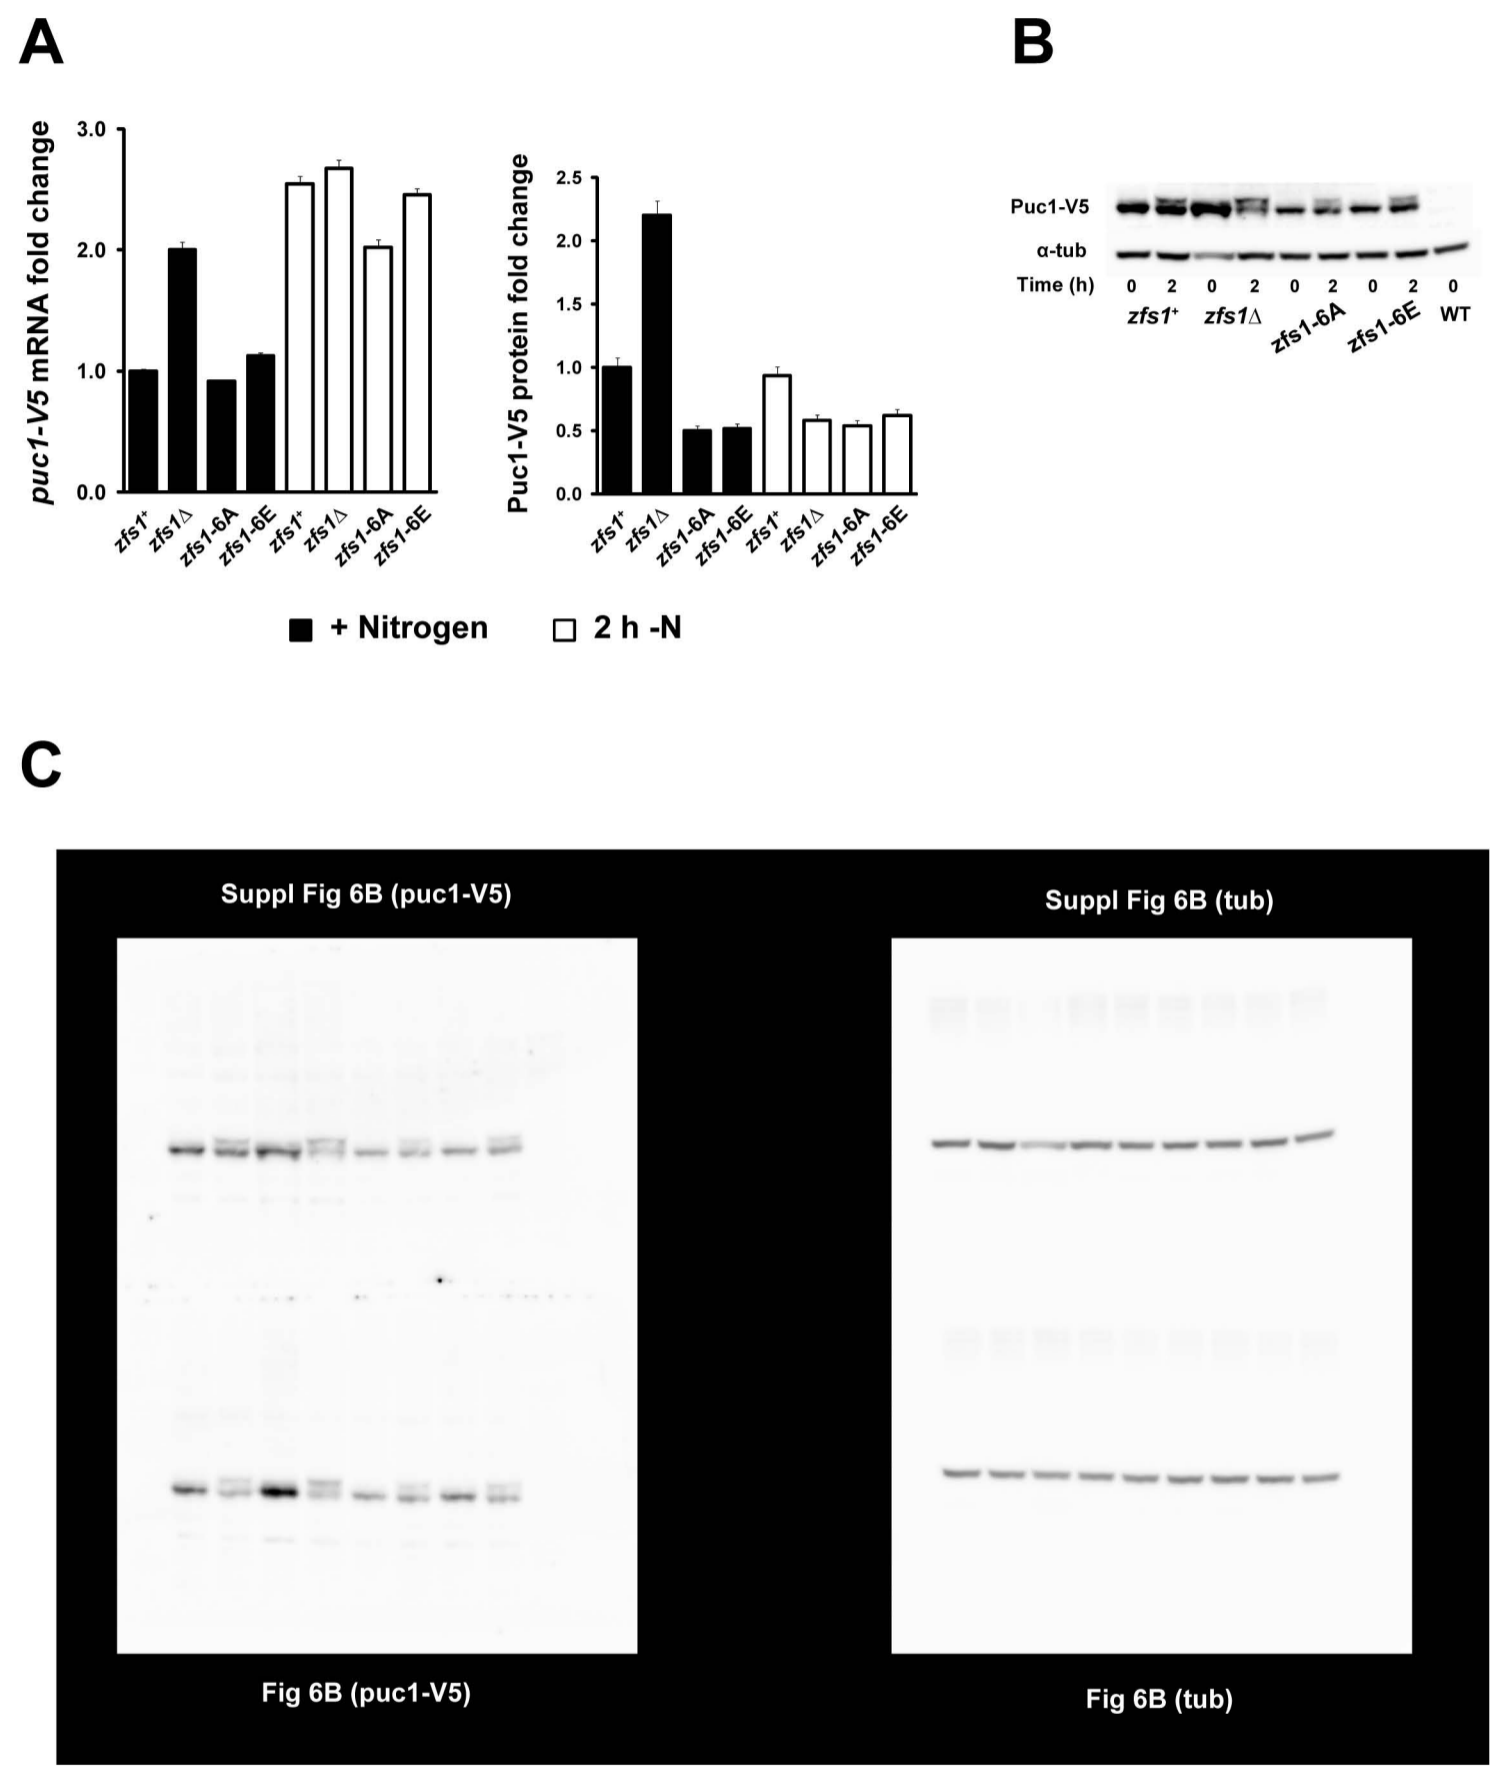

**Supplementary Figure 6. Phosphorylation of Zfs1 regulates Puc1 protein accumulation.**

- A. Relative *puc1*<sup>+</sup> mRNA (left panel) and protein levels (right panel) in cells growing in EMM (black bars), and after two hours of nitrogen deprivation (white bars). Cells were washed by filtration before transferring to EMM without nitrogen. Mean values are shown; error bars correspond to SEM of three technical repeats of the QPCR and from three measurements of the Western blot signal.
- B. Western blot of Puc1 protein levels of experiment shown in A. 0, cells growing exponentially in EMM; 2, 2h of nitrogen deprivation.  $\alpha$ -tubulin (Atb2) was used as loading control.
- C. Uncropped original images of Western blots used for Fig 6B and Fig S6B.

Suppl Fig 7

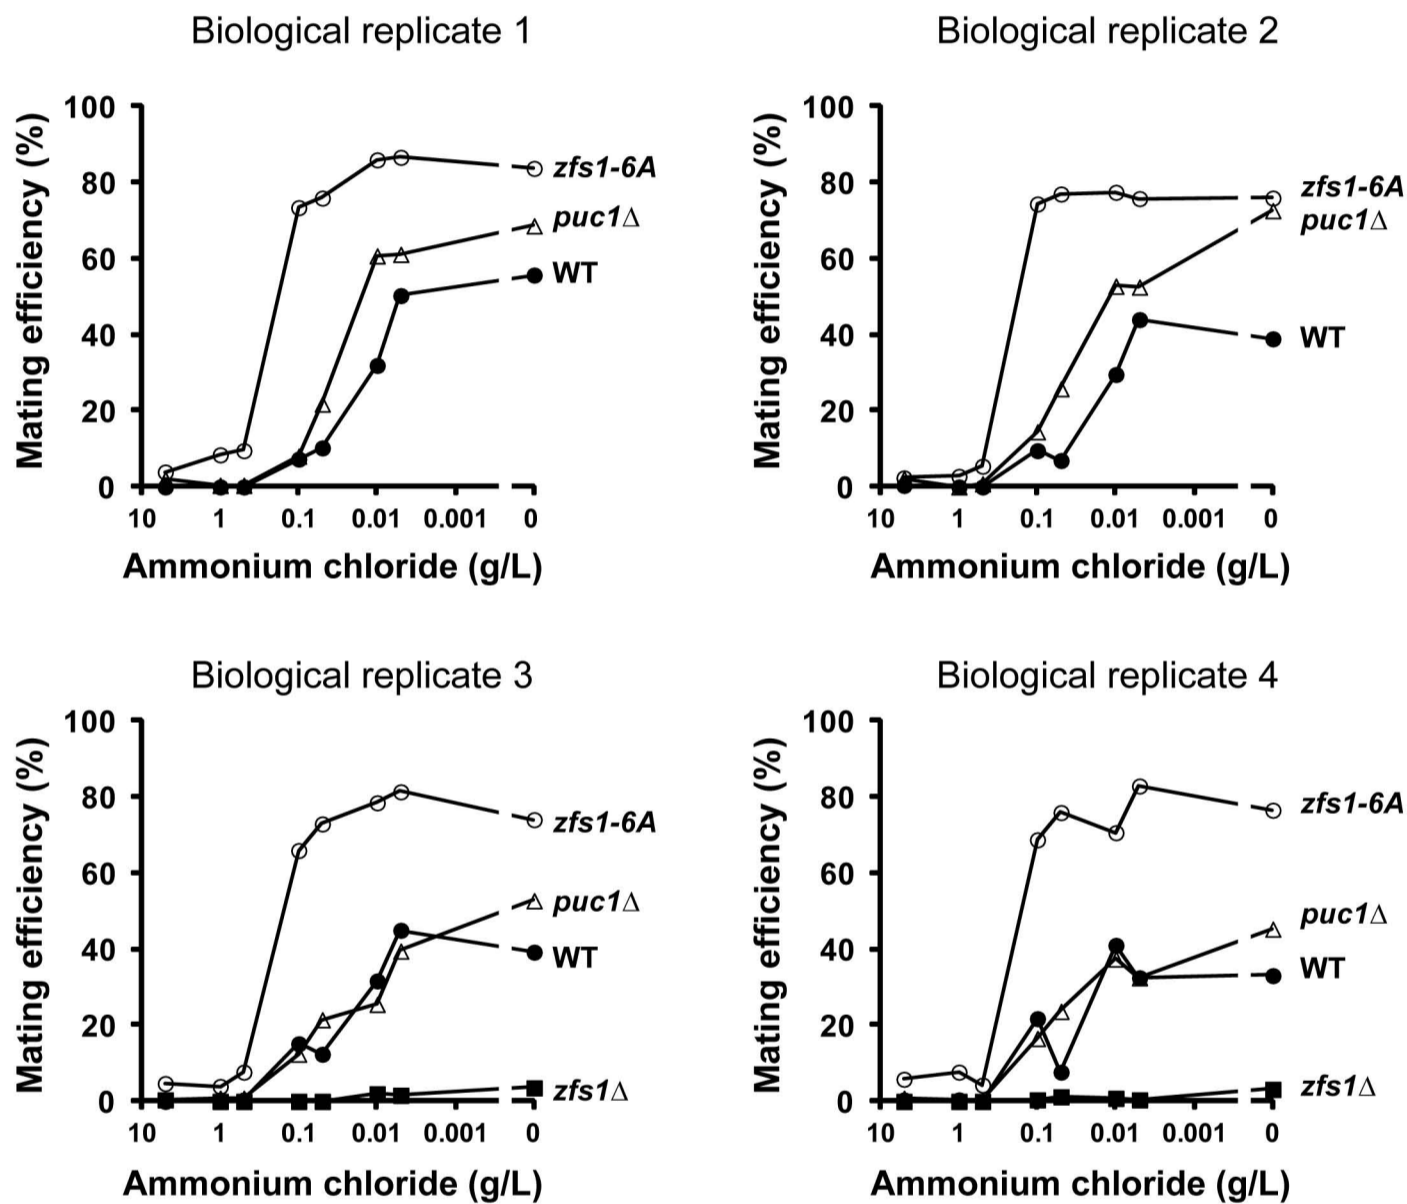

Supplementary Figure 7. Phosphorylation of Zfs1 modulates the cell's response to differentiating signals. Biological replicates of the mating assay experiment shown in Figure 7.

Tables S1-S5

[Click here to Download Tables S1 - S5](#)

**Table S6.** Strains used in this work.

| Name   | Genotype                                                                    | Origin    |
|--------|-----------------------------------------------------------------------------|-----------|
| FR1401 | <i>zfs1-TAP::kanMX6 h-</i>                                                  | This work |
| FR1424 | <i>leu1Δ::[P<sub>nmf1</sub>-gfp-TAP-T<sub>nmf1</sub> ura4+] ura4-D18 h+</i> | This work |
| PN2    | <i>968 h<sup>90</sup></i>                                                   | Lab stock |
| FR1519 | <i>zfs1Δ::hphNT6 h<sup>90</sup></i>                                         | This work |
| FR1861 | <i>puc1-V5::clonNatNT2 h<sup>90</sup></i>                                   | This work |
| FR1862 | <i>puc1-V5::clonNatNT2 zfs1Δ::hphNT6 h<sup>90</sup></i>                     | This work |
| FR1535 | <i>puc1Δ::kanMX6 h<sup>90</sup></i>                                         | This work |
| FR1525 | <i>puc1Δ::kanMX6 zfs1Δ::hphNT6 h<sup>90</sup></i>                           | This work |
| FR1646 | <i>cig1Δ::kanMX6 h<sup>90</sup></i>                                         | This work |
| FR1648 | <i>cig1Δ::kanMX6 zfs1Δ::hphNT6 h<sup>90</sup></i>                           | This work |
| FR1555 | <i>cig2Δ::clonNatMX6 h<sup>90</sup></i>                                     | This work |
| FR1557 | <i>cig2Δ::clonNatMX6 zfs1Δ::hphNT6 h<sup>90</sup></i>                       | This work |
| FR1737 | <i>puc1Δ::ura4 leu1-32 [nxpJK148-puc1] ura4-D18 h<sup>90</sup></i>          | This work |
| FR1738 | <i>puc1Δ::ura4 leu1-32 [nxpJK148-puc1] ura4-D18 h<sup>90</sup></i>          | This work |
| FR1739 | <i>puc1Δ::ura4 leu1-32 [nxpJK148-puc1] ura4-D18 h<sup>90</sup></i>          | This work |
| FR1698 | <i>zfs1(S141A S151A S154A S155A S164A T165A) h<sup>90</sup></i>             | This work |
| FR1399 | <i>zfs1-V5::hphMX6 h-</i>                                                   | This work |
| FR1741 | <i>gad8Δ::clonNatNT2 zfs1-V5 h<sup>-</sup></i>                              | This work |
| FR1502 | <i>zfs1(Δ1-105)-V5::hphMX6 h? (construct 2)</i>                             | This work |
| FR1527 | <i>zfs1(Δ101-200)-V5::hphMX6 h? (construct 3)</i>                           | This work |
| FR1529 | <i>zfs1(Δ201-301)-V5::hphMX6 h? (construct 4)</i>                           | This work |
| FR1531 | <i>zfs1(Δ301-404)-V5::hphMX6 h? (construct 5)</i>                           | This work |
| FR1479 | <i>zfs1(H351I H389I)-V5::hphMX6 h- (construct 6)</i>                        | This work |
| FR1572 | <i>zfs1(S164A T165A)-V5::hphMX6 h?</i>                                      | This work |
| FR1574 | <i>zfs1(S141A S151A S154A S155A)-V5::hphMX6 h?</i>                          | This work |
| FR1580 | <i>zfs1(S141A S151A S154A S155A S164A T165A)-V5::hphMX6 h?</i>              | This work |
| FR1839 | <i>zfs1(S141E S151E S154E S155E S164E T165E)-V5::hphMX6 h<sup>90</sup></i>  | This work |
| FR1863 | <i>puc1-V5::clonNatNT2 zfs1-6A h<sup>90</sup></i>                           | This work |
| FR1864 | <i>puc1-V5::clonNatNT2 zfs1-6E h<sup>90</sup></i>                           | This work |
| FR1576 | <i>zfs1-V5 h<sup>-</sup></i>                                                | This work |
| FR1740 | <i>fin1Δ::clonNatNT2 zfs1-V5 h<sup>-</sup></i>                              | This work |
| FR1743 | <i>pka1Δ::clonNatNT2 zfs1-V5 h<sup>-</sup></i>                              | This work |
| FR1744 | <i>srk1Δ::clonNatNT2 zfs1-V5 h<sup>-</sup></i>                              | This work |
| FR1742 | <i>mkh1Δ::clonNatNT2 zfs1-V5 h<sup>-</sup></i>                              | This work |
| FR1759 | <i>ppk8Δ::kanMX6 zfs1-V5 h<sup>-</sup></i>                                  | This work |
| FR1760 | <i>ppk30Δ::kanMX6 zfs1-V5 h<sup>-</sup></i>                                 | This work |
| FR1761 | <i>cmk1Δ::kanMX6 zfs1-V5 h<sup>-</sup></i>                                  | This work |
| FR1762 | <i>shk2Δ::kanMX6 zfs1-V5 h<sup>-</sup></i>                                  | This work |
| FR1745 | <i>sty1Δ::kanMX6 zfs1-V5 h<sup>-</sup></i>                                  | This work |

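Both puc1 primers match the ASM294v3 genome at 1 place each, inside the puc1 coding sequence. The forward primer lies at 3700512 to 3700532 of chromosome II and the reverse primer at 3700437 to 3700457, so that the product lies apart from the 3 copies of the ARE nonamer. The act1 primers match chromosome II at 1477170 to 1477190 and 1477090 to 1477110, inside the act1 coding sequence.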

**Table S7.** Oligos used in qPCR.

| Gene                     | Sequence              |
|--------------------------|-----------------------|
| <i>puc1</i> <sup>+</sup> | GCTGTTTCACCAAAAGGCGTT |
|                          | AGATTCCGCTGACAATGTGCT |
| <i>act1</i> <sup>+</sup> | TGTATTCCCCTCGATTGTCGG |
|                          | CACGCTTGCTTTGAGCTTCAT |

How the deposited data were processed for this re-analysis (not part of the article)

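RNA immunoprecipitation followed by sequencing (RIP-Seq) was done on Zfs1-TAP and GFP-TAP cells, with an IP and an input library in each of 3 experiments, and RNA-Seq on the wild type and the zfs1Δ mutant in 2 experiments, all in cells growing exponentially in EMM at 25°C. The authors counted paired-end, strand-specific reads per transcript with RSEM and bowtie on a PomBase annotation and normalized the counts with edgeR. The signal the authors deposited is this normalized read count per transcript, in one table of 12 libraries for the RIP-Seq and another of 4 libraries for the RNA-Seq, each with 7018 transcripts. The tables were normalized apart, so no statistical test compares a level between them, and only the presence or near absence of mat1-Mc is set side by side.

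The values are not whole numbers. Of the values up to 50, 0.176% were whole in the RIP-Seq table and 0.815% in the RNA-Seq table, so that reads could not be recovered and no count model was fitted. The number of reads behind a library is unknown, and the totals given are totals of normalized counts. Values under 1e-10 (8067 of 84216 in the RIP-Seq and 4168 of 28072 in the RNA-Seq) were taken as 0. Among transcripts whose values in a pair of replicate libraries summed to over 100, none had equal values in both, and Pearson's r of the log2 values, across these transcripts, was between 0.795 and 0.998.

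Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend) on log2 of the normalized count + 1, over transcripts with a mean of at least 1 CPM, computed from the normalized counts, with the experiment as a block and Benjamini-Hochberg adjustment. The block was used because the authors' methods account for paired samples and the IP and input of an experiment come from one extract. Deviations from the group means of IP and input of the same experiment correlated with r of 0.48, 0.23 and 0.37 in the Zfs1 experiments and 0.28, 0.23 and 0.098 in the GFP experiments. Across experiments, Zfs1 IP 2 correlated with input 3 (r = 0.32) and IP 3 with input 2 (r = 0.19). Zfs1 pairs of experiment 1 with another lay between −0.49 and −0.31. Deviations from a mean of 3 libraries sum to 0, so an experiment 1 that stands apart pushes experiments 2 and 3 the same way. These correlations therefore cannot tell whether a shared extract matters in Zfs1 experiments 2 and 3. The contrast of the Zfs1 IP with the GFP IP was fitted over all 12 libraries with each culture as a block.

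IP-enriched transcripts had a mean log2 IP/input ratio over 2 SD above the mean, were not at 0 in 2 of the 3 IP or input libraries, and had a mean of at least 100 CPM in the Zfs1 IP. Upregulated and downregulated transcripts had an adjusted p-value under 0.05 (limma) and were at least 1.5 times or at most 0.66 times the wild type. Overlaps and motif frequencies were tested with two-sided Fisher's exact tests against transcripts that could have passed every criterion, and UTR lengths with a two-sided permutation test of 100000 resamples. Sequences, UTRs and coordinates are from the ASM294v3 assembly and its annotation, because the paper's text does not name the build behind the authors' annotation. Of the 7018 identifiers, 6843 matched by locus tag and 15 by synonym, and 160 had no transcript in the annotation. Pictures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

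The methods were tested on simulated data, whose libraries had no scaling offset between experiments. The real Zfs1 experiments had one, with median log2 IP/input ratios of −1.50, 0.14 and 0.10. The recovery given here for 3 with 3 therefore does not describe the power of the Zfs1 fit. Of 200 changed transcripts among 5813 in a comparison of 3 with 3, all those changed by log2 4 and 98% of those changed by log2 2 were recovered, with 12 false calls (5.71% of calls), all 12 past 1.5 times. In a comparison of 2 with 2 (5158 transcripts) all were recovered, with 19 false calls (8.68%), of which 0 were past 1.5 times. The permutation test of medians gave a p-value under 0.05 in 5 of 50 draws without a difference.

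The genes named are 21 genes that the paper's text and figures name, listed in advance without those that only occur in strain genotypes, the 10 IP-enriched transcripts with the largest mean ratio that were higher in all 3 experiments, the 5 largest rises and 5 largest falls in the mutant that were past both thresholds in the same direction in both experiments, and the 10 transcripts in both lists with the largest sum of log2 ratios. This rule, the designs and most alternatives were set before the data were examined. The alternatives changed the pseudocount (0.1 or 8), the filter (none, or 10 CPM), the scaling of the libraries, the block, the intensity trend, the thresholds, the backgrounds and the motif, and left out each experiment in turn. Gene Ontology categories and the overlap with an earlier RIP study were not analysed here.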

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

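The tests of mat1-Mc, of the scaling of the RNA-Seq libraries and of the Zfs1-TAP input of experiment 1 were chosen only after the result was seen.

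The enrichment in the Zfs1 IP differed from that in the GFP IP, tested as a contrast, with 585 transcripts higher and 671 lower at an adjusted p-value under 0.05 (limma). Only 1 of the 10 splits of the 6 cultures into 3 and 3 gave as many transcripts as the real one, 1256, and the next gave 4, but 10 splits cannot give a share under 0.1. The Zfs1-TAP input of experiment 1, of which ribosomal RNA made up 72.1%, is not what the higher transcripts rest on, since 562 of the 585 were called again without experiment 1. Without experiment 2 or 3, 57 or 38 were higher and 46 or 37 lower. The balance of higher and lower remains open. With libraries rescaled to an equal total, 1016 were higher and 103 lower, but that total includes the ribosomal RNA of the Zfs1-TAP input of experiment 1. With median centring the numbers were 1206 and 1580, and without experiment 1 they were 1147 and 903. The strains also differ in mating type and at leu1, which the design does not separate from the tagged protein.

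In the mutant, ste11 fell by 3.67 and mei2 by 3.61 on the log2 scale, and the non-coding RNA omt3 by 5.25 (log2 ratios of −3.67, −3.61 and −5.25), falls that the paper's text does not discuss for its own RNA-Seq, although its introduction names ste11 and mei2 as lower in the mutant in an earlier study. All 3 were lower in both experiments. The scaling of the libraries does not account for ste11 and mei2, whose smallest fall over 3 scalings was −3.61 and largest −3.78, nor for omt3, whose smallest was −5.25 and largest −5.35. The RNA-Seq strains named in the deposited labels are not listed in Table S6. A difference in mating type between them is argued against by mat1-Mc, which is present at 309 or more in the h− Zfs1-TAP inputs and was at most 4.74 in the 4 RNA-Seq libraries. Over the 100 transcripts that differ most between the h− and h+ inputs, the log2 ratio of mutant to wild type correlated only weakly with the difference between inputs (r = 0.162, rho = 0.271, across transcripts, which are not independent). That set was not wholly flat, since the 72 lower in the Zfs1-TAP inputs had a median of −0.24, and ste11, mei2 and omt3 were themselves lower there, with log2 differences of −0.94, −1.62 and −3.28. Other differences between the strains, and a biological effect of the loss of Zfs1 on these 3 transcripts, were not tested and stay open.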

How the results depend on the processing

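Median centring of the named genes, the fold threshold in each RNA-Seq experiment, the correlation over transcripts of at least 100 CPM, and the motif and UTR results without each experiment were alternatives chosen after seeing the data. The edgeR test on whole reads was not run, because whole reads could not be recovered. Sequencing depth is unknown, so counting error could not be given for any value.

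The overlap of IP-enriched and upregulated transcripts kept its direction under all its alternatives and its significance under all of them that had a test, with at least 37 shared transcripts and odds ratios from 4.03 to 21.3. Without RNA-Seq replicate 1 or 2, which leaves 1 library per strain, the overlap was not tested, and the odds ratios were 10.9 and 9.47. The 5′UTR difference stayed significant under its alternatives, from 102 to 162 nt. The numbers of calls did not hold in this way. With libraries rescaled to an equal total, 950 were higher and 191 lower in the Zfs1 IP, 174 higher in the GFP IP, and the contrast gave 1016 and 103; the median of all transcripts moved by 0.67 in the Zfs1 IP, −0.26 in the GFP IP, 0.93 in the contrast and −0.11 in the RNA-Seq. With libraries centred on the median, 1683 were higher and 2092 lower in the Zfs1 IP, 231 lower in the GFP IP, and the contrast gave 1206 and 1580. With no filter the GFP IP gave 409 and 205, and 232 transcripts were downregulated; with at least 10 CPM, 57 were downregulated. With eBayes without a trend, the GFP IP gave 2 and 10 and the contrast 215 lower. The adjusted p-value alone (limma) gave 1600 upregulated and 710 downregulated, a balance that turned with the scaling, to 981 and 1606 with equal totals and 1360 and 1441 with median centring. The cause was not tested, apart from the tests of experiment 1 given with the other observations.

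Without the replicate block, the GFP IP gave 117 and 30, and no other count of calls moved by over 1.5 times. In the RNA-Seq, mutant and wild type of one number share only a number (correlation of deviations −0.066), and without the block 219 were upregulated and 143 downregulated.

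Across the fits that each left out one experiment, the Zfs1 IP gave from 10 to 2134 higher and from 27 to 1652 lower, the GFP IP from 142 to 466 and from 86 to 304, and the contrast from 38 to 1147 and from 37 to 903. The high ends for the Zfs1 IP and the contrast are without experiment 1. The IP-enriched list was less affected, with 120 to 154 transcripts. It held 381 with an adjusted p-value under 0.05 and a log2 ratio of at least 2 (limma), and 297 with the median + 2 scaled MAD.

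The overlap with downregulated transcripts crossed an odds ratio of 1 without becoming significant under any alternative with a test (p from 0.567 to 1, Fisher's exact test or, in one alternative, a binomial test). It was 0.768 with pseudocount 0.1 (1 shared), 0.839 with pseudocount 8 (2), 0.889 without a filter (2), 0.877 with libraries rescaled to an equal total (2), 0.895 with median centring (2), 0.626 without replicate 1 (1), 0.936 without the minimum of 100 CPM (4), 0.985 with the adjusted p-value alone (11; limma) and 0.548 against all transcripts tested (2). Without RNA-Seq replicate 1 it was 0.895 and without RNA-Seq replicate 2 1.23, with no test. Leaving out one experiment gave 1 to 2 shared.

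The squared correlation of experiments 1 and 2 was 0.663 over transcripts of at least 10 CPM, 0.746 over those of at least 100 CPM and 0.623 by Spearman. For experiments 1 and 3 these were 0.720, 0.765 and 0.719, and for experiments 2 and 3 the first 2 were 0.870 and 0.940. Between the Zfs1 IP and the GFP IP the value was 0.122 over transcripts of at least 100 CPM. The motif's odds ratio was 2.02 for ATTTA and 1.04 on the antisense strand, neither significant, and in the GFP IP 0.626 on the antisense strand. The 3′UTR difference was 86.5 nt and significant with annotated UTRs only.

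Among the named genes, act1 had an RNA-Seq log2 ratio of −0.014 with libraries rescaled to an equal total. In the Zfs1 IP, ste4 was at −0.062 without replicate 2, cdc13 at −0.10 without replicate 3, rum1 at 0.49 (equal totals), 0.25 (without replicate 1) and 0.042 (median centring), and the non-coding RNA at 2022833 to 2023261 of chromosome III at 0.62, 0.68 and 0.19 in the same order and 0.20 without replicate 2. None of these was significant. Over the fits that each left out one experiment, these genes ranged from −0.062 to 0.88, −0.10 to 0.86, −0.41 to 0.25 and −0.99 to 0.68. Of the other Zfs1 IP values of named genes over all alternatives, 221 kept direction and side of the threshold, 44 lost significance and 22 gained it; in the GFP IP these numbers were 49, 7 and 0, and in the RNA-Seq 178, 5 and 1. A further 73 RNA-Seq values, without replicate 1 or 2, had no test and kept their direction.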

Differences from the paper's values

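Values read by eye from a figure are approximate. Beside 219 IP-enriched sequences and 65 RNA targets in the paper, 148 and 55 were found here, which differ by under 1.5 times. Without the minimum of 100 CPM the numbers were 208 and 60. That 1 change also gave 1 non-coding target, git11 as a target and 4 IP-enriched and downregulated transcripts. It did not bring the p-value of the downregulated overlap closer. The paper's methods name a filter at 100 CPM, so whether it applied to the 219 is not known here.

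About 5 transcripts were IP-enriched and downregulated in Fig. 1B, read by eye, against 2 here. Of the alternatives set before the data were examined, no minimum of 100 CPM gave 4, and an adjusted p-value with a log2 ratio of at least 2 (limma) and the median + 2 scaled MAD gave 5 each; the others except the adjusted p-value alone, with 11, stayed lower. The −log10 of the p-value of the overlap with upregulated transcripts was about 42 in Fig. 1B, read by eye, against 26.8 here (Fisher's exact test). Within 1.5 times on this scale were all transcripts tested as background (42.1), no minimum of 100 CPM (43.5), an adjusted p-value with a log2 ratio of at least 2 (36.1; limma), the median + 2 scaled MAD (32.3), leaving out experiment 3 (31.6) and the minimum over the 6 Zfs1-TAP libraries (28.4). The other alternatives were not, with 23.2 for the binomial test. On the scale of p itself only all transcripts as background, with 7.39e-43, came within 1.5 times. For the downregulated set the p-value was about 0.17 in Fig. 1B, read by eye, against 0.714 (Fisher's exact test), and none of the alternatives set before the data were examined closed the gap.

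The squared correlation was about 0.69 between experiments 1 and 2 and about 0.77 between experiments 1 and 3 in Fig. S1C, read by eye, against 0.463 and 0.575 here. Pseudocount 8 (0.575 and 0.668), at least 10 CPM (0.663 and 0.720) and Spearman's correlation (0.623 and 0.719) closed the gap, and pseudocount 0.1 (0.356 and 0.457) did not. At least 100 CPM, chosen after seeing the values, gave 0.746 and 0.765.

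The paper has 1 non-coding RNA among its targets, against 0 here. It was 1 with no filter on low values, with no minimum of 100 CPM and with the adjusted p-value alone (limma), a different RNA each time, and 0 under the other alternatives.

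The paper's FDR values in the legend of Fig. 2A differ from the adjusted p-values here (limma). They are compared on the scale of p itself. On the −log10 scale used for the overlap, leaving out experiment 1 would bring cdc2, puc1 and cbf12 within 1.5 times, but not ecl3 and arz1. For act1 the paper's is 0.035 against 0.0847, and no replicate block gave 0.0273. For atb2 it is 0.003 against 0.304, and none of the alternatives set before the data were examined closed the gap; median centring, chosen after seeing the values, gave 0.0119. For cdc2 it is 1.46e-11 against 0.210, and no alternative closed the gap, although equal totals gave 0.0343 and leaving out experiment 1 gave 2.08e-10. For puc1, cbf12, ecl3 and arz1 the paper's values are 6.01e-81, 3.22e-51, 1.59e-71 and 4.39e-39 against 3.26e-06, 3.76e-07, 2.09e-10 and 6.85e-09 (limma), and no alternative closed the gap; without experiment 1 they were 3.84e-59, 1.55e-59, 1.75e-117 and 4.17e-67.

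The log2 GFP IP/input ratio of cdc2 was about −0.3 in Fig. 2A, read by eye, against −0.16 (SD 0.076, n = 3). No alternative came within that SD of the figure's value. Equal totals, with −0.42, and leaving out replicate 2, with −0.21, lay on either side of it and within 1.5 times. The motif occurred about 0.1 times per kb of 5′UTR over all transcripts in Fig. 1C, read by eye, against 0.185 here, and no alternative was run for it. The paper gives a 5′UTR of 166 nt for the median fission yeast transcript. Here the median over all 5139 protein-coding transcripts with an annotation was 78 nt.

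The paper reports an absence of ecl3 reads in the GFP IP, where the values were 39.5, 18.0 and 8.27. It describes pat1 as unaltered in the mutant, and here its adjusted p-value was 0.0149 (limma) with a log2 ratio of 0.16, below the fold threshold. It lists git11 as a potential target, which here held only without the minimum of 100 CPM.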

Other observations

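The tests of the motif against the rise in the mutant, of the zfs1 reads and of the Zfs1-TAP input of experiment 1 were chosen only after the result was seen.

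The overlap of 55 transcripts is not accounted for by expression level and length. Among 10000 random lists matched on both, the highest overlap with the upregulated transcripts was 32 and the median 18. For the motif, the highest number of transcripts with it among 10000 lists matched on length was 54, with a median of 34, against 90 in the IP-enriched list. Of the 35 other orders of the same bases, the largest odds ratio was 5.34 and the median 1.6, against 6.90. Among the 31 orders without ATTTA the highest was 2.38.

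An ARE in the 3′UTR may go with a larger rise of IP-enriched transcripts in the mutant. The median log2 ratio was 0.67 in 42 transcripts with the motif there and 0.37 in 90 without (p = 0.00013, two-sided permutation test; 0.00026 after Benjamini-Hochberg adjustment over 2 tests), and 26 and 29 of them were upregulated. For the 5′UTR the medians were 0.36 in 33 with and 0.49 in 99 without (p = 0.221, the same permutation test), so that no larger rise was found there. Whether the UTRs differ from each other was not tested, and 33 transcripts are too few to exclude a small effect.

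In the mutant 58.0% of the wild type zfs1 value was left, 61.1% in experiment 1 and 55.0% in experiment 2. The mutant strain named in the deposited RNA-Seq labels is not listed in Table S6, so the extent of its deletion is not known here. If only the reading frame was deleted, transcription of the untranslated regions could leave such reads, since 73.6% of the annotated transcript lies outside the reading frame. With one value per transcript this cannot be told apart from reads of the reading frame.

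The Zfs1-TAP input of experiment 1 may limit the number of transcripts called in the Zfs1 IP. With libraries centred on the median 3775 were past the threshold, and without experiment 1 3786, against 1200. Which step made that library differ was not tested. Only 1 of the 10 splits of the 6 Zfs1 libraries gave as many as the real one, and the next gave 4. In the GFP libraries it was also 1 of 10, with 249 in the next. Among the 4 splits that part all 3 pairs the next gave 4 and 1 transcripts. A share under 0.1 is not possible with 10 splits.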
